# Developmental trajectory and evolutionary origin of thymic mimetic cells

**DOI:** 10.1038/s41586-025-09148-y

**Published:** 2025-06-11

**Authors:** Anja Nusser, Oliver S. Thomas, Gaoqun Zhang, Daisuke Nagakubo, Laura Arrigoni, Brigitte Krauth, Thomas Boehm

**Keywords:** Immunology, Lymphoid tissues, Adaptive immunity

## Abstract

The generation of self-tolerant repertoires of T cells depends on the expression of peripheral self antigens in the thymic epithelium^1^ and the presence of small populations of cells that mimic the diverse phenotypes of peripheral tissues^2–7^. Whereas the molecular underpinnings of self-antigen expression have been extensively studied^8^, the developmental origins and differentiation pathways of thymic mimetic cells remain to be identified. Moreover, the histological identification of myoid and other peripheral cell types as components of the thymic microenvironment of many vertebrate species^9^ raises questions regarding the evolutionary origin of this unique tolerance mechanism. Here we show that during mouse development, mimetic cells appear in the microenvironment in two successive waves. Cells that exhibit transcriptional signatures characteristic of muscle, ionocyte, goblet and ciliated cells emerge before birth, whereas others, such as those that mimic enterohepatic cells and skin keratinocytes, appear postnatally. These two groups also respond differently to modulations of thymic epithelial cell progenitor pools caused by deletions of *Foxn1* and *Ascl1*, expression of a hypomorphic variant of the transcription factor FOXN1, and overexpression of the signalling molecules BMP4 and FGF7. Differences in mimetic cell populations were also observed in thymic microenvironments reconstructed by replacement of mouse *Foxn1* with evolutionarily ancient Foxn1/4 gene family members, including the *Foxn4* gene of the cephalochordate amphioxus and the *Foxn4* and *Foxn1* genes of a cartilaginous fish. Whereas some cell types, such as ciliated cells, develop in the thymus in the absence of FOXN1, mimetic cells that appear postnatally, such as enterohepatic cells, require the activity of the vertebrate-specific transcription factor FOXN1. The thymus of cartilaginous fishes and the thymoid of lampreys, a representative of jawless vertebrates, which exhibit an alternative adaptive immune system^10^, also harbour cells that express genes encoding peripheral tissue components such as the liver-specific protein transthyretin. Our findings suggest an evolutionary model of successive changes of thymic epithelial genetic networks enabling the coordinated contribution of peripheral antigen expression and mimetic cell formation to achieve central tolerance for vertebrate-specific innovations of tissues such as the liver^11,12^.

## Abstract (web summary)

In mice, tissue-mimetic cells appear in thymus in two distinct waves, creating two distinct pools of mimetic cells, each expressing antigens characteristic of different cell types.

## Main

The emergence of somatic diversification of antigen receptor genes required a radical re-organization of adaptive immune facilities to avoid the potentially fatal autoimmunity associated with quasi-random receptor specificities. It is conceivable, however, that the initial diversity of antigen receptor repertoires in early vertebrates was much lower than that of extant vertebrates^13^, allowing a grace period during which appropriate tolerance mechanisms could have evolved in step with a gradually increasing diversity of antigen receptor repertoires. For instance, the emergence of new antigen presentation pathways and/or the repurposing of ancient antigen presentation pathways^14^ is thought to have contributed to the diverse central and peripheral tolerance mechanisms that characterize the extant vertebrate immune systems. In the thymus, central tolerance is induced by at least two functionally connected mechanisms. The expression of peripheral genes by medullary epithelial cells^1^ and the presence of peripheral mimetic cells^2–7^ combine to provide developing T cells with a means to probe the specificity of their antigen receptors against the universe of peripheral self antigens^15^. Peripheral cell types, such as muscle-like cells, goblet and mucous cells, have long been known to be present in the thymic microenvironment of many different vertebrate species^9,16,17^. For instance, as early as 1905, Hammar concluded that myoid cells are peculiarly differentiated epithelial cells and therefore unrelated to true muscle cells^17^, although their origin from extrathymic tissue sources has later also been considered^18^. A tolerance-inducing function of peripheral cell types in the thymic microenvironment was suggested more than 50 years ago^19^, but this attribute of thymic mimetic cells has only recently been experimentally verified^2–7^. The presence of peripheral cell types in the thymus of all jawed vertebrates^9^ prompted us to examine further aspects of their development and evolutionary origin.

## Development of mimetic TEC subsets

Focusing on major thymic mimetic cell types^2^, we re-examined the cellular heterogeneity of EPCAM^+^CD45^−^ thymic epithelial cells (TECs) at various developmental time points, for which we had already identified two progenitor populations, in addition to cortical TECs (cTECs) and medullary TECs (mTECs)^20^. Signature gene sets for mimetic cell types were derived from single-cell differential gene expression data^2^ and used as input to AUCell^21^ to score each signature per cell (Extended Data Fig. 1a,b). Cells with signatures of early progenitors and cTECs dominate the epithelial compartment at embryonic day 16.5 (E16.5), whereas those characterizing postnatal progenitors and mTECs constitute the majority at postnatal day 28 (P28); at birth (P0), the epithelial populations have an intermediate composition (Extended Data Fig. 1c and Supplementary Table 1). The 11 mimetic cell types^2^ examined here are robustly detected at P28 (Extended Data Fig. 1c). Whereas at P28 essentially all Aire-stage cells express the genes encoding the tolerogenic factors AIRE^22^ and FEZF2^23^, only about a quarter of mimetic cells express *Aire* (compatible with their post-Aire phenotype^2^); by contrast, more than 70% of mimetic cells express *Fezf2* (Extended Data Fig. 1d). At E16.5, mimetic cells are essentially undetectable, with the exception of a few muscle and goblet cells (Extended Data Fig. 1c). At P0, muscle cells represent a major fraction of mimetic cells; at this stage, *Myog*-expressing cells often occur in small medullary clusters (Extended Data Fig. 2a,b), whereas they appear to be more scattered at P28 (Extended Data Fig. 2c). Enumeration of *Myog*-expressing cells by RNA in situ hybridization (ISH) indicates that they are about three times more frequent at P0 than at P28 (Extended Data Fig. 2d), validating the single-cell RNA-sequencing (scRNA-seq) data (Extended Data Fig. 1c and Supplementary Table 1). Other mimetic cell types are also predominantly found in the medulla (Extended Data Fig. 2e,f). To quantify these changes among cell types during development, we performed differential abundance analysis of cellular compositions using scCODA^24^ (Extended Data Fig. 1e). Compared with the P28 time point, TECs at E16.5 exhibit a greater abundance of early progenitors and cTECs, and fewer postnatal progenitors, mTECs, Aire-stage cells and tuft cells. At P0, we still found larger early progenitor and cTEC populations, and slightly smaller muscle populations (Extended Data Fig. 1e).

However, the sensitivity of differential abundance analysis for rare cell types (such as the thymic mimetic cells) is relatively low, complicating its use for comparative studies across a variety of developmental and evolutionary conditions. We therefore turned to the use of bulk RNA-sequencing (RNA-seq) analysis of purified TECs as a more versatile analytical approach. To identify relative shifts among canonical and mimetic TEC signatures, we performed competitive enrichment analysis of specific cell signatures against relevant control conditions^25^ (Fig. 1a,b and Supplementary Fig. 1). At E15.5 and P0, early progenitor and cTEC signatures were highly enriched compared with P28, whereas mTEC and most mimetic signatures were depleted (Fig. 1a,b), mirroring the scRNA-seq data (Extended Data Fig. 1c). By contrast, signature gene sets of ciliated, goblet, ionocyte and muscle cells showed less variation over developmental time (Fig. 1a,b and Supplementary Fig. 2). These observations indicated that individual groups of mimetic cells may develop in an asynchronous fashion, possibly related to the successive activities of the previously identified early and postnatal TEC progenitors^20^.

**Fig. 1:**
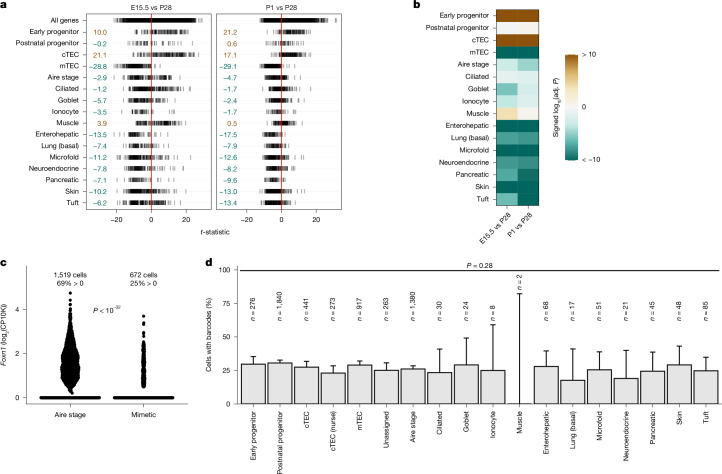
Development of mouse thymic mimetic cells. Enrichment of canonical TEC and mimetic signatures in bulk RNA-seq data of purified TECs from E15.5 (*n* = 4) and P1 (*n* = 2) time points compared with the P28 (*n* = 3) time point. **a**, Visualization of changes in gene expression between conditions. Each line represents a gene of the indicated signature, and its position on the *x* axis shows the value of the *t*-statistic derived from differential expression analysis. Numeric values listed in the left column represent log_10_(adjusted *P*) from enrichment analysis with camera^25^. Log-transformed *P* values of upregulated sets were multiplied by −1 so that positive values indicate upwards directionality and negative values indicate downwards directionality. **b**, Log-transformed and signed *P* values from camera (two-sided, Benjamini–Hochberg adjusted) as shown in **a**, represented as a heat map. Values beyond the limits of the colour scale were rounded to the nearest limit. Adj., adjusted. **c**, Overall *Foxn1* expression levels (log_2_ of counts per 10,000 reads (CP10K)) in Aire-stage cells and mimetic cells from scRNA-seq data (*n* = 4 mice; age, P28). The proportion of cells with detectable *Foxn1* is indicated; *P* = 1.2 × 10^−33^ (two-sided binomial test, Benjamini–Hochberg adjusted). **d**, Proportion of cells with detectable CRISPR–Cas9-induced barcodes at the *Hprt* locus for each signature. *n* indicates total number of cells, pooled from three mice at P28. Data are mean ± 95% confidence interval of proportions (Wilson/Brown method^51^); *P* values are derived via likelihood ratio test between logistic regressions with or without ‘signature’ as a predictor. Source data

To explore this possibility further, we examined the expression levels of the *Foxn1* gene, which encodes a key transcription factor that is required for the differentiation of canonical TECs^26–28^, in the major TEC populations and mimetic cells. At P28, the cTEC population exhibits the highest proportion of *Foxn1*-expressing cells (Extended Data Fig. 3a). When compared with Aire-stage cells (Fig. 1c), fewer mimetic cells express *Foxn1*, although some differences exist among the various mimetic cell types (Extended Data Fig. 3b). Using a *Foxn1*-directed CRISPR–Cas9 barcoding system^20^, we found that both canonical TEC populations and mimetic cells were marked by the presence of barcodes (Extended Data Fig. 3c) in similar proportions (Fig. 1d); as only few muscle cells could be detected in this experiment, no conclusion can be reached for this cell type. When analysed at the level of individual informative barcodes, it becomes apparent that mimetic cells as a group share their barcodes more often (but not exclusively) with postnatal progenitors than with early progenitors (Extended Data Fig. 3c). This difference can be explained by the small number of mimetic cells such as muscle cells that belong to the developmentally early group, and the large expansion of the postnatal progenitor population and its mimetic descendants, such as enterohepatic and skin cells (Extended Data Fig. 1c). The spatial distribution of mimetic cells as analysed by multicolour RNA ISH suggests a close affinity of *Aire*-expressing cells to the *Igfbp5*-expressing^20,29^ postnatal progenitor population, as expected; the same is true for *Foxi1*-expressing ionocytes, whereas *Foxj1*-expressing ciliated cells are not found in close vicinity to the presumptive postnatal progenitor population (Extended Data Fig. 4). Likewise, reconstruction of the developmental trajectory of mimetic cells with CellRank^29,30^ identified some mimetic cell types, such as ciliated cells (Extended Data Fig. 5 and Supplementary Fig. 3) and muscle cells (Supplementary Fig. 3), as early branching mimetic cell types. We conclude that mimetic cells and canonical TECs initially pass through a developmental stage marked by *Foxn1* gene expression but subsequently follow different developmental trajectories.

## Genetic determinants of mimetic cells

We sought additional clues to support the hypothesis of a developmentally orchestrated appearance of mimetic cells in the thymic microenvironment by analysis of a number of genetic models. To this end, we first explored whether the presence and proportion of mimetic cells is affected by mouse strain and size of the thymus (https://phenome.jax.org/measureset/10415) (Supplementary Fig. 4). Compared with strains such as C57BL/6 or CBA, the thymus of PWK mice supports approximately half of the number of thymocytes (Fig. 2a), and about 5% the number of TECs (Fig. 2b). The thymi of F_1_ hybrids of CBA and PWK mice exhibit intermediate values for these parameters^31^ (Extended Data Fig. 6). Phenotyping of reciprocal backcrosses revealed clear separations in the distributions for thymocytes and TEC numbers (Extended Data Fig. 6), suggesting that thymopoietic activity is determined by only few large-effect modifiers. Comparative analysis of TEC transcriptomes indicated only subtle differences; notably, whereas an enrichment of the cTEC signature was observed, no significant differences among mimetic cell types were detected when comparing PWK mice to C57BL/6 mice (Fig. 2c, Extended Data Fig. 7a and Supplementary Fig. 5a). Thus, despite the size differences of the organ, the representation of mimetic cells in the thymic microenvironment appears to be unchanged.

**Fig. 2:**
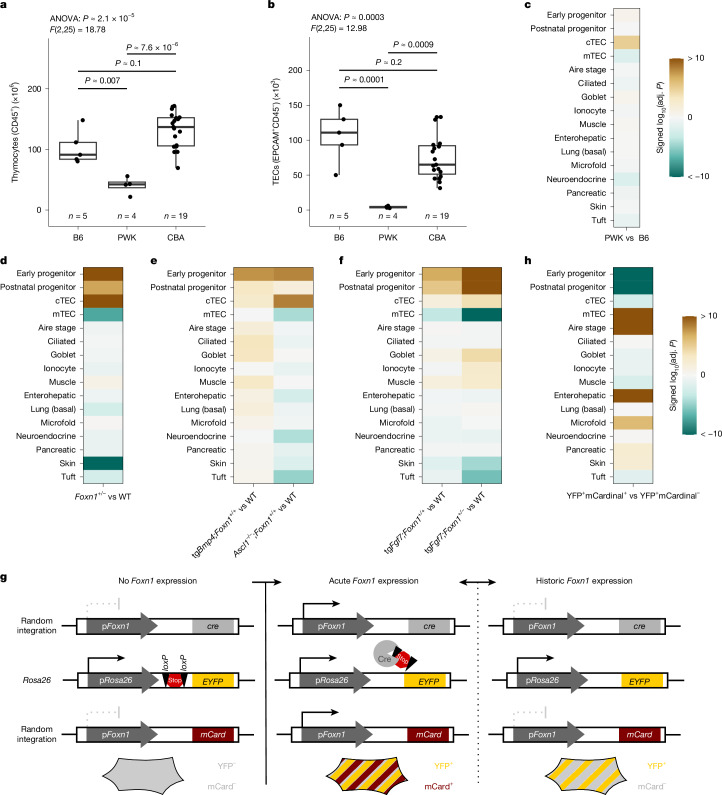
Malleability of mimetic cell populations. Thymic cellularity of C57BL/6 (B6), PWK and CBA strains at P28. **a**, Absolute numbers of CD45^+^ thymocytes. **b**, Absolute numbers of EPCAM^+^CD45^−^ TECs. **a**,**b**, *n* is indicated in panels; each data point represents one thymus explant from one animal. *P* values between groups were derived from pairwise two-sided *t*-tests with Bonferroni correction after significant (*P* < 0.05) ANOVA. Boxes encapsulate the first to third quartile, the line indicates the median and whiskers extend to the furthest point with a distance of up to 1.5 times the interquartile range from the boxes. **c**–**f**,**h**, Signature enrichment of canonical TEC and mimetic signatures in bulk RNA-seq data of purified TECs for PWK versus C57BL/6 (**c**), *Foxn1*^*+/–*^ versus wild type (WT) (**d**), tg*Bmp4;Foxn1*^*+/+*^ and *Ascl1*^*–/–*^*;Foxn1*^*+/+*^ versus wild type (**e**), tg*Fgf7;Foxn1*^*+/+*^ and tg*Fgf7;Foxn1*^*+/−*^ versus wild type (**f**) and YFP^+^mCardinal^+^ versus YFP^+^mCardinal^–^ (**h**). Wild-type PWK, *n* = 4; wild-type C57BL/6, *n* = 3; *Foxn1*^+/−^, *n* = 4; tg*Bmp4;Foxn1*^*+/+*^, *n* = 3; *Ascl1*^−/−^, *n* = 3; tg*Fgf7*;*Foxn1*^+/+^, *n* = 3; tg*Fgf7*;*Foxn1*^−/−^, *n* = 3; YFP^+^mCardinal^+^, *n* = 2; YFP^+^mCardinal^−^, *n* = 2. **c**–**h**, Values beyond the limits of the colour scale were rounded to the nearest limit. Adj., adjusted. **g**, Schematic illustrating the principle of the YFP/mCardinal dual reporter system. Activity of the *Foxn1* promoter at any time point during development results in Cre recombinase expression and permanent activation of YFP expression. Acute activity of the *Foxn1* promoter is assessed by the mCardinal (mCard) reporter. Source data

Given the known role of *Foxn1* for the TEC differentiation and maturation processes, we next examined the phenotype of *Foxn1*^+/−^ heterozygous mice, as *Foxn1* haploinsufficiency is known to be associated with a smaller thymus^32^. We observed a relative increase of early progenitor and cTEC signatures, a less pronounced enrichment of the postnatal progenitor signature, and a depletion of the pan-mTEC signature, compatible with a partial block of TEC differentiation (Fig. 2d, Extended Data Fig. 7b and Supplementary Fig. 5b). Among the mimetic cell signatures, a reduction was observed for skin (Fig. 2d), compatible with the known extrathymic function of *Foxn1* in the differentiation of keratinocytes^33^. However, other mimetic signatures and the Aire-stage mTECs were either unchanged or only marginally affected (Fig. 2d). We conclude that only minor quantitative—but no qualitative—changes occur in the mimetic cell pool in *Foxn1*-heterozygous mice.

To explore the developmental origin of the mimetic cell compartment further, we used additional models that were suitable for genetic interference with the maturation of the thymic microenvironment. First, we overexpressed *Bmp4* under the control of the *Foxn1* promoter (tg*Bmp4;Foxn1*^*+/+*^) to induce an immature thymic microenvironment^34,35^, and analysed the relative shifts of mimetic cell signatures in the transgenic thymus at P28. Compared with non-transgenic mice, the signature of the early progenitor population was increased, as expected (Fig. 2e, Extended Data Fig. 7c and Supplementary Fig. 5c). However, changes in the gene signatures of the different mimetic cell populations were again not uniform; ciliated, goblet and muscle cell signatures were enriched, whereas others remained largely unchanged (Fig. 2e), reminiscent of the relative increase in the former group of mimetic signatures at earlier time points in non-transgenic mice (Fig. 1b). Second, using *Ascl1*^*–/–*^*;Foxn1*^*+/+*^ mice, we examined the effect of TEC-specific inactivation of *Ascl1*, which encodes a neuronal tissue-specific transcription factor^36^ that is also highly expressed in cells of the postnatal progenitor population (Extended Data Fig. 7d). In keeping with the expression profile of *Ascl1* (Extended Data Fig. 7d), we observed a shift among the canonical TEC signatures; the mTEC signature was decreased, whereas the cTEC and both progenitor cell signatures were correspondingly increased. Under these conditions, the greatest reductions among mimetics were observed for neuroendocrine and tuft cell signatures as noted previously^6^. This finding is indicative of an affinity of these cell types to the neuronal lineage (Fig. 2e, Extended Data Fig. 7c and Supplementary Fig. 5c). Third, we examined the effect of *Fgf7* overexpression (via tg*Fgf7;Foxn1*^*+/+*^ mice) in the thymic microenvironment^20^, which in accordance with the expression profile of the cognate *Fgfr2* receptor gene (Extended Data Fig. 7d), led to an enrichment of progenitor signatures and a decrease in the mTEC signature^20^, whereas other signatures were not significantly affected (Fig. 2f, Extended Data Fig. 7e and Supplementary Fig. 5d). Combining the effects of *Fgf7* overexpression and *Foxn1* haploinsufficiency (via tg*Fgf7;Foxn1*^*+/−*^ mice) exacerbated the maturation block of TECs, accompanied by a depletion of skin and tuft cell signatures (Fig. 2f, Extended Data Fig. 7e and Supplementary Fig. 5d). Collectively, these results support the notion of unexpected developmental heterogeneity among mimetic cell types and their malleability through extrinsic signals.

Although the precursors of mimetic cells pass through a stage of *Foxn1* gene expression (Fig. 1d), their development and/or maintenance may not depend on the activity of the FOXN1 transcription factor itself. To address this possibility, we turned to a triple-transgenic mouse model^20^, which enabled us to distinguish TECs that were actively transcribing the *Foxn1* gene from those that ceased expression of this gene (Fig. 2g). Activation of the *Foxn1* gene during any time of TEC development indelibly marks such cells with YFP fluorescence. This is achieved by the combination of two transgenes; the *Foxn1* promoter drives the expression of the Cre recombinase, which results in the excision of a stop cassette in the *Rosa26* locus to allow YFP gene expression. The additional presence of a *Foxn1-*mCardinal transgene marks cells with red fluorescence as a sign of acute *Foxn1* promoter activity (Fig. 2g). RNA-seq analysis of YFP^+^mCardinal^+^ (acutely *Foxn1*-expressing) TECs and YFP^+^mCardinal^−^ (acutely *Foxn1*-negative, but with a history of *Foxn1* expression) TECs indicated a preponderance of the mTEC gene signature in the former; correspondingly, gene signatures characteristic for cTECs and the two progenitor populations were underrepresented (Fig. 2h, Extended Data Fig. 7f and Supplementary Fig. 6a). Likewise, Aire-stage, enterohepatic, microfold, pancreatic and skin gene signatures were enriched in YFP^+^mCardinal^+^ TECs, whereas ciliated, goblet, ionocyte, lung (basal), neuroendocrine and tuft signatures were not grossly changed, or slightly reduced (muscle cell signature) (Fig. 2h and Extended Data Fig. 7f), hinting at a cell-specific effect of FOXN1 transcription factor levels for mimetic cell development.

## *Foxn1* gene and mimetic cell development

Previously, we showed that two distinct progenitor populations contribute to the thymic microenvironment^20^, a cTEC-biased early progenitor, and an mTEC-biased postnatal progenitor. Analysis of the cTEC/mTEC ratio via flow cytometry, using Ly51 (also known as CD249) and *Ulex europaeus* agglutinin-1 (UEA1) as markers for cTECs and mTECs, respectively, indicated a prominent nadir at around 3 weeks of age (P21) (Fig. 3a). We reasoned that this inflection point might mark the transition period during which the TEC compartment becomes less dependent on the early progenitor and more reliant on its postnatal counterpart.

**Fig. 3:**
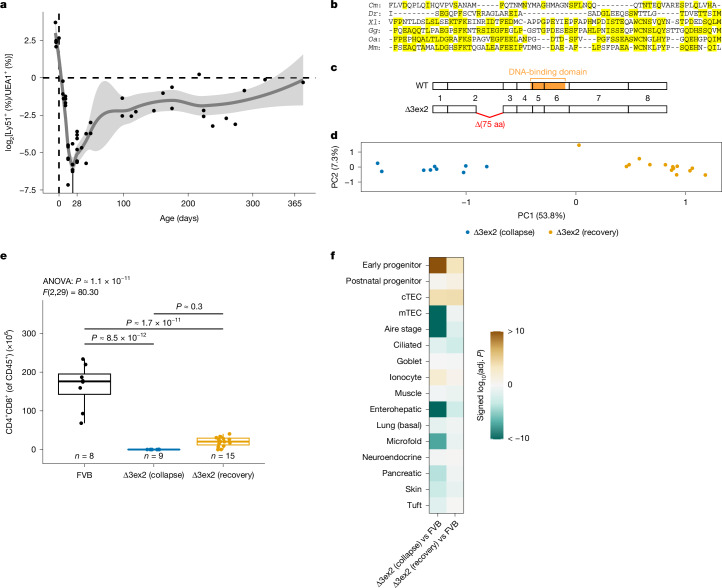
FOXN1 influences the development of mimetic cells. **a**, Ratio of Ly51^+^ (cTEC) and UEA1^+^ (mTEC) EPCAM^+^CD45^−^ TECs cells over developmental time. Each point shows the ratio from one thymus. The trend line was determined via LOESS with tenfold cross-validation. The minimum occurs at P21. Error bands show 95% confidence interval around the predicted trend line. **b**, Multiple sequence alignment of the C-terminal end of FOXN1 protein sequences encoded by exon 2 of the gene in various jawed vertebrate species; identical amino acid residues are shaded. *Cm*, *Callorhinchus milii*; *Dr*, *Danio rerio*; *Xl*, *Xenopus laevis*; *Gg*, *Gallus gallus*; *Oa*, *Ornithorhynchus anatinus*; *Mm*, *Mus musculus*. Sequences obtained from ref. ^38^. **c**, Schematic illustrating the coding content of *Foxn1* exons and the deleted 3′ region of *Foxn1* coding exon 2 in the Δ3ex2 mutant; three exons contribute to the DNA-binding domain as indicated. **d**, Principal component analysis of bulk RNA-seq samples from purified TECs of Δ3ex2 mutants, collected from mice around P21. **e**, Numbers of CD4/CD8-double positive thymocytes in thymi of wild-type FVB mice and Δ3ex2 mutants during collapse and recovery phases. *n* is indicated; each data point is one thymus explant from one animal. *P* values between groups were derived from pairwise two-sided *t*-tests with Bonferroni correction after significant (*P* < 0.05) ANOVA result. Boxes encapsulate the first to third quartile, the line indicates the median and whiskers extend to the furthest point with a distance of up to 1.5 times the interquartile range from the boxes. **f**, Signature enrichment analysis in bulk RNA-seq data of purified TECs in Δ3ex2 mice (FVB (wild type), *n* = 6; collapse, *n* = 9; recovery, *n* = 15). *P* values from camera (two-sided, Benjamini–Hochberg adjusted) were log-transformed and multiplied by −1 for upregulated sets, so that positive values indicate upwards directionality and negative values indicate downwards directionality. Values beyond the limits of the colour scale were rounded to the nearest limit. Adj., adjusted. Source data

When the endogenous *Foxn1* gene is replaced in mice by its more ancient paralogue *Foxn4*, the demarcation of cortex and medulla is impaired^37,38^. Indeed, domain-swap experiments demonstrated that sequences in the second coding exon of *Foxn1* are particularly important to establish the maturation of the epithelial compartment^38^, and thus may be required for the developmental transition from early to postnatal TEC progenitor activities. A multiple sequence alignment of FOXN1 proteins from representative species of jawed vertebrates indicated that the sequences encoded by the 3′ part of this exon are common to FOXN1 proteins of all jawed vertebrates (Fig. 3b). Accordingly, we generated a mouse strain (Δ3ex2) that expresses a modified FOXN1 protein lacking this domain (Fig. 3c). In this strain, the embryonic and perinatal development of the thymus proceeded normally; however, thymopoietic activity collapsed in the third postnatal week, coincident with the nadir in Ly51/UEA1 ratios. Principal component analysis of transcriptomes of purified TECs collected at this time point separated the mice into two groups (Fig. 3d), mirrored in altered thymic cellularities (Fig. 3e and Extended Data Fig. 8a) that are suggestive of inactive (collapsing) and active (recovering) microenvironments. Enrichment analysis of cell-type-specific signatures indicated that during the phase of diminished thymopoietic activity (Extended Data Fig. 8a and Supplementary Fig. 6b), the epithelial compartment exhibits signs of a bias towards an immature stage, with a prominent enrichment of the early progenitor in conjunction with depletion of mTEC and Aire-stage signatures (Fig. 3f). Of note, with respect to mimetic cell signatures, we found that the signatures of enterohepatic, microfold, pancreatic and skin cells were significantly reduced (Fig. 3f and Extended Data Fig. 8b), again highlighting the association of ongoing mTEC maturation and their development. The mimetic cell composition of thymopoietically active thymi (that is, those in the recovery phase) was essentially indistinguishable from the wild type, accompanied by a slight increase in early progenitor and cTEC signatures (Fig. 3f, Extended Data Fig. 8b and Supplementary Fig. 6c), strongly suggesting that only some mimetic cell types (for instance, those with an enterohepatic signature) arise from the postnatal progenitor population.

Next, we directly examined the possibility that the degrees of dependence on FOXN1 transcription factor activity may substantiate the classification of mimetic cell types. To this end, we isolated TECs from *Foxn1*-deficient mice. As expected, mTEC and Aire-stage signatures were clearly reduced, alongside enterohepatic, microfold, pancreatic, skin and tuft cell signatures (Fig. 4a, Extended Data Fig. 9a and Supplementary Fig. 7). By contrast, expression levels of signature genes characteristic of other mimetic cells, such as ciliated, goblet and muscle cells, did not differ from those of *Foxn1*-wild-types, whereas those of ionocytes were increased (Fig. 4a and Extended Data Fig. 9a). The results of RNA ISH experiments confirmed the presence of cellular heterogeneity in the *Foxn1*-deficient epithelium (Fig. 4b and Extended Data Fig. 9b). For instance, the expression pattern of *Foxi1*, encoding a key transcription factor for ionocytes^39^, overlapped at least partially with that of *Foxn1* (Fig. 4b). By contrast, cells expressing *Foxj1*, encoding the key transcription factor of ciliated cells^40^, were found in areas devoid of *Foxn1* gene activity, suggesting that the FOXN1 transcription factor is not required for their development in the thymic anlage^41^. To directly assess whether the ciliated cells in the *Foxn1*-deficient thymic rudiment match their counterpart in the *Foxn1*-sufficient thymic microenvironment, we determined their transcriptional signatures by single-nucleus RNA-seq (snRNA-seq) (Extended Data Fig. 9c). Cells compatible with a ciliated signature formed a singular cluster comprising cells from both genotypes, indicative of highly similar overall transcriptomic landscapes (Fig. 4c). This indicates that the differentiation of ciliated cells in the thymic microenvironment is independent of FOXN1 transcription factor activity. Owing to the distorted differentiation of *Foxn1*-deficient epithelium (Extended Data Fig. 9c), other TEC subsets, such as ionocytes, are more difficult to reliably compare between genotypes (Fig. 4d and Extended Data Fig. 9d,f). Unlike *Foxj1* and *Foxi1*, expression of *Hnf4a*, a key transcription factor of the enterohepatic lineage, was not detectable in the *Foxn1*-deficient epithelium (Fig. 4b), indicating that development of enterohepatic cells^5^ depends, at least transiently, on FOXN1 transcription factor activity. Thus, whereas most mimetic cell types require *Foxn1* activity for their development, some cell types, such as ciliated cells, can develop in the absence of FOXN1.

**Fig. 4:**
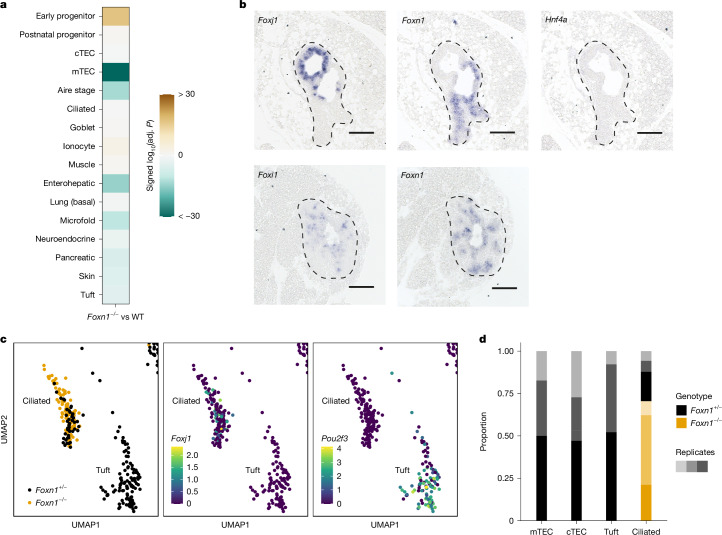
Requirement of *Foxn1* for mimetic cell development. **a**, Signature enrichment analysis in bulk RNA-seq data of purified TECs of *Foxn1*^−/−^ mutants compared with wild-type controls (wild type, *n* = 3; *Foxn1*^−/−^, *n* = 4). *P* values from camera (two-sided, Benjamini–Hochberg adjusted) were log-transformed and multiplied by −1 for upregulated sets, so that positive values indicate upwards directionality, and negative values indicate downwards directionality. Values beyond the limits of the colour scale were rounded to the nearest limit. Adj., adjusted. **b**, Micrographs of thymic rudiments in *Foxn1*^−/−^ mice after RNA ISH with the indicated probes; top and bottom rows depict consecutive sections. Cells expressing the indicated genes are labelled in blue. Data representative of five mice. Scale bars, 0.1 mm. **c**, Characterization of the ciliated and tuft cell clusters (see Extended Data Fig. 9c). Each dot represents a cell, with the genotype of origin indicated by colour (left). Expression levels of *Foxj1* (middle) and *Pou2f3* (right) are provided as log_2_-normalized counts. **d**, Contributions of individual samples to the indicated clusters; genotypes are coloured and replicates are identified by different shades. Source data

## Evolutionary history of mimetic cells

To explore the evolutionary history of mimetic cells, we examined the thymus of the cartilaginous fish *Scyliorhinus canicula* as a representative of the most basal jawed vertebrate group. We examined the presence and location of cells expressing characteristic mimetic genes (Extended Data Fig. 10a and Supplementary Fig. 8) in the thymus (Fig. 5a–c and Extended Data Fig. 10b) by RNA ISH. Similar to the situation in mice^2^ (Extended Data Fig. 2) and zebrafish^7^, putative mimetic cells, such as those marked by the expression of *TTR* (a liver-specific gene^42^), *FOXI1*, *FOXJ1* and *POU2F3* (a marker of tuft cells) were found in the medullary region (Fig. 5d,e and Extended Data Fig. 10c). *FOXN1* and its paralogue *FOXN4* were expressed in the thymic microenvironment of cartilaginous^43^ (Fig. 5c and Extended Data Fig. 10c) and bony fishes^37^.

**Fig. 5:**
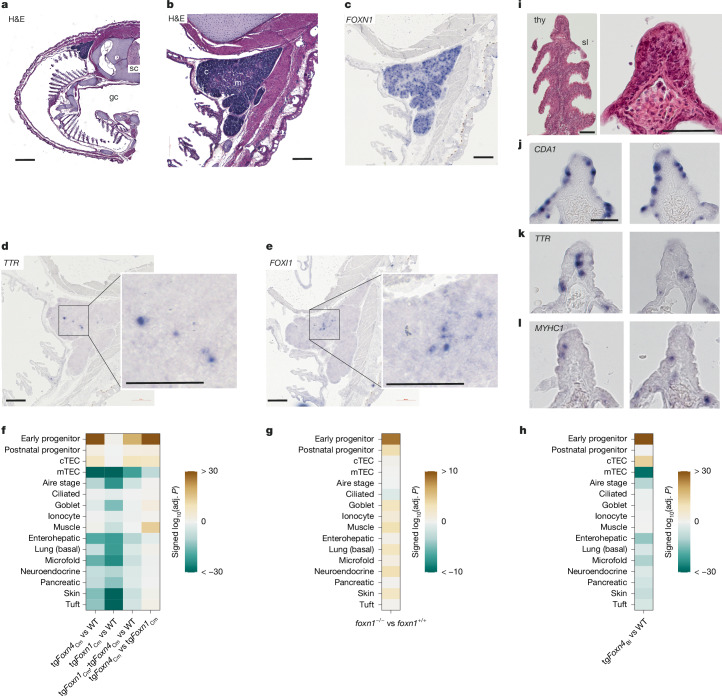
Evolutionary trajectory of mimetic cells. **a**, Macroscopic view of the gill basket of a juvenile *S. canicula* specimen; gc, gill chamber; sc, spinal chord; H&E, haematoxylin and eosin. **b**, Higher magnification of the thymus region in **a**, showing the cortical (c) and medullary (m) structures of the thymus. Images in **a**,**b** are representative of *n* = 3 animals. **c**, Micrographs of the shark thymus after RNA ISH with *FOXN1* (blue). **d**,**e**, Micrographs of the shark thymus after RNA ISH with *TTR* (**d**) and *FOXI1* (**e**). Images on the right show the medullary regions at higher magnification. **c**–**e**, Images are representative of *n* = 2 animals. **f**, Signature enrichment analysis of mouse *Foxn1*^−/−^ mutants expressing ancient *Foxn1* and *Foxn4* genes under the control of the mouse *Foxn1* promoter compared against corresponding wild-type controls. tg*Foxn4*_Cm_, *Foxn4* gene from the cartilaginous fish *C. milii* (*n* = 4); tg*Foxn1*_Cm_, *Foxn1* gene from *C. milii* (*n* = 3); tg*Foxn1*_Cm_*;*tg*Foxn4*_Cm_ (double-transgenic mice, *n* = 5); wild type, *n* = 3. The last column represents a comparison of TECs from the two single-transgenic strains. **g**, Signature enrichment analysis in bulk RNA-seq of whole thymi from *foxn1*^−/−^ zebrafish (*n* = 3) compared with *foxn1*^+/+^ wild types (*n* = 3). **h**, Signature enrichment analysis of mouse *Foxn1*^−/−^ mutants expressing the *Foxn4* gene from the cephalochordate *B. lanceolatum* (*n* = 4); wild type, *n* = 3. **i**, Left, micrograph depicting a gill filament of *Lampetra planeri* (H&E staining). thy, thymoid; sl, secondary lamellae. Right, further magnified view of the thymoid, indicating the tissue heterogeneity (H&E staining); the blood vessel is filled with nucleated erythrocytes. Image representative of *n* = 20 animals. **j**–**l**, Micrographs of thymoids after RNA ISH with probes specific for *CDA1* (**j**), *TTR* (**k**) and *MYHC1* (**l**). Rows depict consecutive sections; images are representative of *n* = 3 animals. Scale bars: 0.1 mm (**a**); 0.2 mm (**b**–**e**); 0.1 mm (**i**–**l**). Source data

We previously hypothesized that a primordial thymopoietic activity of vertebrates was driven by *Foxn4*, the ancestor of *Foxn1*^37,38^. We suggest that the emergence of new cell types and organs, such as the liver, in the ancestor common to all vertebrates^12^, was accompanied by the transition from an invertebrate form of *Foxn4* (via a primordial vertebrate version of *Foxn4*) to its vertebrate-specific paralogue *Foxn1* to achieve the necessary adaptation of central tolerance mechanisms. Because genetic manipulation of cartilaginous fishes is not possible, we examined the individual thymopoietic capacities of the shark *Foxn1* and *Foxn4* genes using a *Foxn1*-replacement model. In this system, the mouse *Foxn1* gene is replaced by other evolutionarily distinct members of the *Foxn1/4* gene family^38^. The TEC compartments driven by the shark *Foxn1* and *Foxn4* gene of a cartilaginous fish (*C. milii*), the most basal vertebrate group, are not identical (Fig. 5f and Extended Data Fig. 10d), although in *Foxn1;Foxn4* double-transgenic thymi (resembling the physiological situation in the shark thymus), the mimetic cell composition is more similar to the mouse wild type than is either of the two single-transgenic compartments (Fig. 5f and Extended Data Fig. 10d). The results of the reconstitution experiment thus suggest that FOXN4 and FOXN1 transcription factors in the shark thymic epithelium non-redundantly contribute to achieve coverage of peripheral cell types.

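Whole thymi of zebrafish with (*foxn1*+/+) and without (*foxn1*-/-) functional *foxn1* alleles were analysed by bulk RNA-seq. Each library was made from the pooled RNA of 3 fish aged 3 months, and 3 libraries were sequenced per genotype, so that 18 fish were used in all. The Methods name the Ultra RNA kit of NEB for library preparation, whereas the sample labels name a NEBNext kit for low RNA input. The authors trimmed the reads with Trim Galore!, aligned them with HISAT2 and counted them per gene with featureCounts, and deposited raw counts per Ensembl gene without normalization. The text names neither the genome build and annotation release behind the counts nor how strand and multiply aligned reads were treated, so the values of near-identical paralogues are uncertain. The libraries held 41685232, 31989159 and 33460074 counts for wild types and 40960276, 42060705 and 42198532 counts for mutants. The paper gives a sequencing depth between 10 M and more than 150 M reads per sample over the whole study; the values here use the counts on genes. At these depths, 3 counts correspond to between 0.0623 and 0.0874 normalized CPM (a gene's counts scaled to a common library total), and this floor covers counting error only.
Genes with more than 5 counts in at least 3 libraries were retained, as in the Methods, which left 23805 genes. Counts were normalized by edgeR's TMM method, and genotypes were compared with edgeR's two-sided quasi-likelihood test. The choice of scaling matters, because the 10 most abundant genes took between 13.1% and 14.6% of the counts in wild types and between 26.1% and 30.0% in mutants. The targeted gene, *foxn1* (ENSDARG00000011879), had 495, 375 and 349 counts in wild types and 114, 129 and 66 counts in mutants. It fell by 1.79 on the log2 scale (standard error 0.263, adjusted p = 0.000792 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its paralogue *foxn4* (ENSDARG00000010591) was at 1.90 ± 0.130 CPM (SD, n = 3) in wild types and 1.71 ± 0.487 CPM (SD, n = 3) in mutants, a difference within the replicate error (adjusted p = 0.625 from the same edgeR test).
Of the genes tested, 17165 (72.1%) differed between genotypes at an adjusted p under 0.05, of which 8609 were higher and 8556 lower in mutants. For 12569 of them the change was more than 2-fold. All 3 mutant libraries lay on one side of all 3 wild-type libraries for 18366 genes (77.2%), where chance gives 10%. For a single gene, an exact permutation test of 3 libraries against 3 cannot give a p below 0.1. Scaling by library size alone moved the direction of the calls most. The share of higher genes was 38.4% in place of 50.2%, because the median log2 fold change of all genes shifted by -0.40. The number of calls moved most with at least 10 counts in every library, to 14432 of 19347 genes tested. Genes of thymocytes took 1.59% ± 0.194 of the counts in wild types and 0.0694% ± 0.0271 in mutants (SD, n = 3 each). Genes of contractile muscle took 2.14% ± 0.919 and 16.7% ± 2.08 (SD, n = 3 each), respectively.

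**Figure D1:**
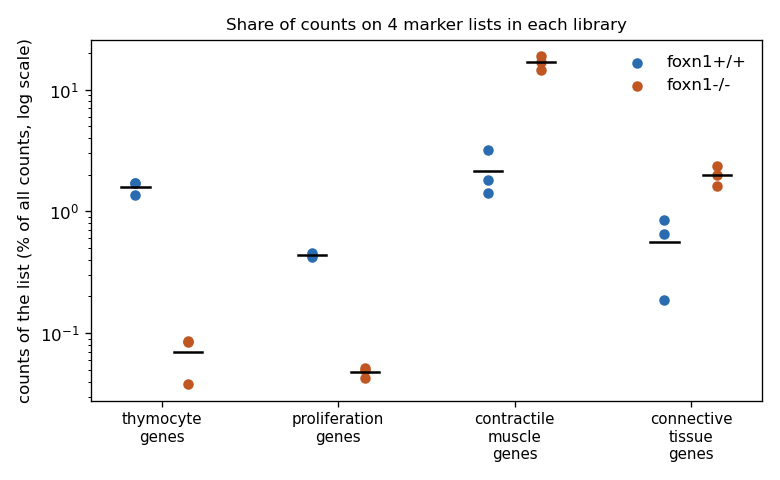
Share of all counts, in percent on a log axis, that fell on marker genes of thymocytes, proliferation, contractile muscle and connective tissue; each point is 1 library of 3 pooled fish (3 libraries per genotype) and each line is the mean of a genotype. Contractile muscle genes took between 14.6% and 18.7% of the counts in mutants and between 1.43% and 3.18% in wild types.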

We directly tested the non-redundancy by examining the composition of the thymic microenvironment in teleosts lacking the *foxn1* gene, the evolutionarily younger paralogue of *foxn4*^43^. The mimetic signatures in the mutant zebrafish thymus can be categorized into two groups (Fig. 5g); goblet, ionocyte, muscle, lung (basal), neuroendocrine and skin signatures were enriched compared with those representing enterohepatic, microfold, pancreatic, tuft and ciliated cells (Fig. 5g, Extended Data Fig. 11a and Supplementary Figs. 7 and 8). This phenotype is similar to the bias introduced by *Foxn4* in the shark replacement model (Fig. 5f). 

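The genes of the mimetic signatures were held only in part (1999 of the 26269 lines of the source data of Extended Data Fig. 11a), so no signature was tested. Short lists of zebrafish marker genes were used in their place, with the test named in the Methods, cameraPR on the *t*-statistic of voom and treat. An inter-gene correlation of 0.01 was set here, since the text names none. Its two-sided p-values were adjusted with the Benjamini-Hochberg method over 25 lists. Of these, 11 stood for the mimetic cell types.
All 14 muscle genes were higher in mutants, also when adjusted over the list alone, with a median log2 fold change of 3.17 (cameraPR, adjusted p = 3.4e-09). The most abundant of them, *actc1b* (ENSDARG00000099197), rose from 6515 ± 3215 to 68125 ± 11987 CPM (SD, n = 3 each). Muscle genes shared 6 members with the contractile muscle list, and the list holds no gene that tells thymic muscle cells from other muscle. Of 16 ionocyte genes, 14 were higher and none was lower, both over all genes and adjusted over the list alone. Their median log2 fold change was 2.66 (cameraPR, adjusted p = 0.00137), close to that of connective tissue genes (2.56). Neither fewer thymocytes nor tissue taken along in dissection was tested as an explanation for this list alone. The most abundant ionocyte gene was listed as *rhcgb* (ENSDARG00000003203), but several identifiers share its symbol *RHCG*, so it may be a paralogue. It had 17563 counts in mutant replicate 1 but 3462 and 3934 in the others. Without that library, its log2 fold change of 2.14 became 0.93. It lost significance there, without wild-type replicate 2 or 3, with voom and treat, with library size alone and with no filter (adjusted p between 0.0574 and 0.104). Skin genes had a median log2 fold change of 1.27, with 11 of 15 higher and none lower (adjusted over the list alone, 11). Neuroendocrine genes had a median of 1.55, with 9 of 15 higher and none lower (adjusted over the list alone, 9). Lung (basal) genes had a median of 1.20, with 8 of 11 higher and 1 lower, and goblet genes a median of 1.02, with 6 of 11 higher and 1 lower; adjusted over the list alone, these counts were the same. None of these 4 lists passed the threshold (cameraPR, adjusted p = 0.126, 0.311, 0.314 and 0.938, in this order). Skin genes passed it on ranks (0.0346), with the z of edgeR (0.0162), without wild-type replicate 2 (0.0205) and without mutant replicate 2 (0.0149). Neuroendocrine genes passed it without mutant replicate 1 (0.0432), but not without mutant replicate 2 (cameraPR, adjusted p = 0.465). Brain genes took 622 CPM in mutant replicate 2, against 163 and 301 in the other mutants. The most abundant skin gene, *krt4*, and neuroendocrine gene, *snap25a*, rose by 1.23 and 2.70 on the log2 scale, without genotype overlap in normalized CPM. For *krt4* this rests on the scaling, since wild-type replicate 2 had 96060 raw counts and mutant replicate 2, the larger library, had 95311. The most abundant basal gene, *krt5*, rose by 1.83 but overlapped between genotypes. Both *krt4* and *krt5* lost significance under several alternatives. The most abundant goblet gene, *galnt7*, fell by 2.45 on the log2 scale.
In the second group, all 15 ciliated cell genes were lower in mutants, also when adjusted over the list alone (median log2 fold change -2.19; cameraPR, adjusted p = 3.0e-06). Of 13 enterohepatic genes, 9 were lower and 1 was higher, with the same counts adjusted over the list alone (cameraPR, adjusted p = 5.0e-05). Their median log2 fold change was -2.79, also with 2 genes that were at the floor in mutants set to their bound. Both of these came from the entry *anpepb*, whose symbol *ANPEP* is shared by several identifiers, all of them lower. Microfold, tuft and pancreatic genes had medians of 1.45, 0.97 and 0.10, with 7 of 9, 5 of 11 and 2 of 14 genes higher and 2, 3 and 1 lower (cameraPR, adjusted p = 0.243, 0.362 and 0.863). Adjusted over the list alone, 1 pancreatic gene was higher and the other counts did not change. Without mutant replicate 2, in which pancreatic genes took 0.00496% of the counts against 0.00142% and 0.00176% in the other mutants, the pancreatic list was called lower (adjusted p = 0.0278). The median of microfold genes lay above those of goblet, lung (basal) and skin genes. For comparison, endothelial, cartilage and bone, and connective tissue genes had median log2 fold changes of 1.75, 2.40 and 2.56.
The set test moved these results most. With a correlation estimated for each list, camera called 0 of the 25 lists (adjusted p = 0.481 for muscle, ionocyte and ciliated cell genes and 0.356 for enterohepatic genes), where cameraPR called 12. Thymocyte and proliferation genes also missed the threshold (camera, adjusted p = 0.481 and 0.0740), although 18 of 20 and 16 of 16 were lower. The lack of calls thus does not single out these 4 mimetic lists. The rotation test fry called the same 4 mimetic lists in the same direction, and also microfold and tuft genes as higher. It asks whether a list changed, not whether it changed more than other genes, so it does not test the paper's relative grouping.

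**Figure D2:**
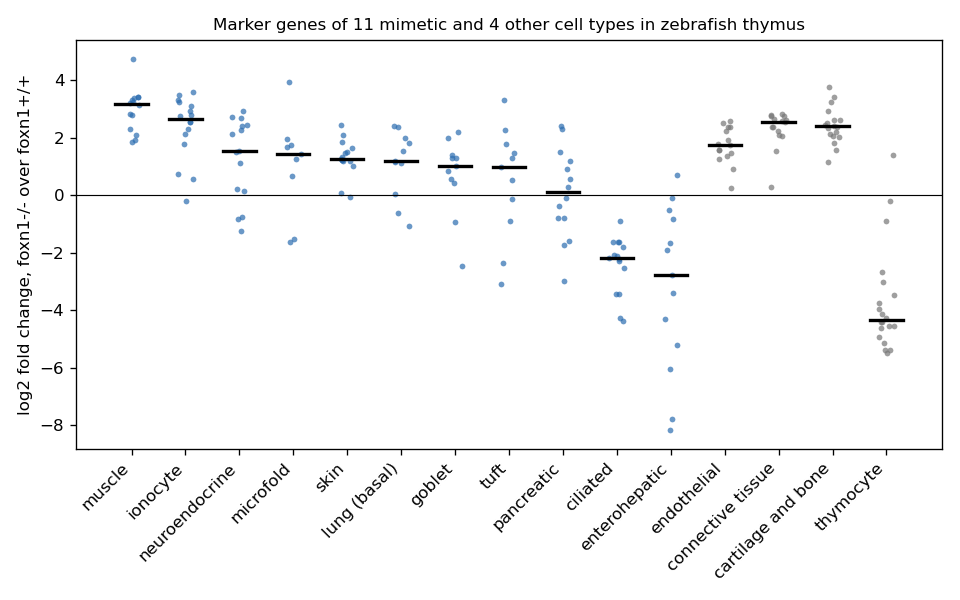
Log2 fold change of each marker gene in *foxn1*-/- over *foxn1*+/+ thymi (3 libraries each), for 11 mimetic cell types in blue, ordered by their median, and 4 other cell types in grey; each point is 1 gene and each line is a median. Medians of mimetic lists run from 3.17 for muscle to -2.79 for enterohepatic genes, and the median of thymocyte genes is -4.35; the fitted values of genes at the floor in mutants are no bounds.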

In the teleost thymus, additional aspects of central tolerance formation are also dependent on the evolutionarily younger FOXN1 transcription factor. For instance, expression of *Psmb11*, which encodes a thymus-specific component of the proteasome and is important for positive selection of CD8^+^ thymocytes^44^, is undetectable in the *Foxn4*-driven microenvironment (Extended Data Fig. 11b), in line with the requirement of FOXN1 for *Psmb11* expression in the mouse thymus^45^. Moreover, despite the fact that the Aire-stage cell signature remains unchanged (Fig. 5g), the expression levels of *aire* itself are nonetheless reduced in the *foxn1*-deficient microenvironment (Extended Data Fig. 11b). Collectively, these data suggest that the contribution of *foxn1* to central tolerance formation with respect to supporting the presence of mimetic cells appears to be biased towards evolutionarily more recent tissue and cell types.

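The held lines of the source data of Extended Data Fig. 11a open with a block of zebrafish genes of the Aire-stage signature, followed by lines for all genes. All genes of this block could be tested; whether the lines not held list further genes of the signature was not seen. In mutants, 50 of the genes in the block were higher, 56 lower and 49 neither (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes); adjusted over the list alone, 50 were higher and 54 lower. Their median log2 fold change was -0.21, with an interquartile range from -0.77 to 1.23, where all tested genes had a median of 0.02 and a range from -0.93 to 1.44. The median did not change with 4 genes at the floor in one genotype set to their bound. Scaling by library size alone moved the median to -0.61, together with the shift of all genes. The median *t* of voom and treat over these genes was 0, as is the paper's. Across the 1985 genes in the held lines of that table, the *t*-statistics computed here and the paper's had a Pearson correlation of 0.998, with single genes differing by -1.89 to 4.33; this is a relation across genes, which are not independent replicates.
The *aire* levels of Extended Data Fig. 11b come from RT-PCR; the values here come from the RNA-seq libraries. *aire* (ENSDARG00000056784) had 251, 171 and 188 counts in wild types and 4, 4 and 2 counts in mutants, or 4.92 ± 0.345 and 0.0926 ± 0.0341 CPM (SD, n = 3 each), with the mutants close to the floor of 3 counts. Its log2 fold change was -5.69 (standard error 0.306, adjusted p = 2.6e-05 from edgeR's quasi-likelihood test). Under the other settings in which it could be tested, this value ranged from -6.09 to -5.34. *fezf2* (ENSDARG00000070677) had between 4 and 17 counts per library, and a difference was not detectable at this depth (log2 fold change 0.04, standard error 0.542).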

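Regulators and markers of single cell types that the paper names were also compared between the libraries of mutant and wild-type zebrafish thymi. *foxi3a* and *foxi3b* were added here as further ionocyte regulators. The regulator of ciliated cells *foxj1a* (ENSDARG00000101919) fell from 47.1 ± 10.1 to 2.24 ± 0.267 CPM (SD, n = 3 each), and the enterohepatic regulator *hnf4a* (ENSDARG00000021494) from 7.48 ± 1.03 to 0.110 ± 0.0450 CPM (SD, n = 3 each). Their log2 fold changes were -4.39 and -6.05 (adjusted p = 2.2e-05 and 2.3e-05 from edgeR's quasi-likelihood test). For ionocytes, the paper's text names *Foxi1* as a key regulator. Zebrafish *foxi1* did not differ (adjusted p = 0.0930 from the same edgeR test). It was significant only without mutant replicate 1, with a log2 fold change of 1.05. *foxi3a* (ENSDARG00000055926) and *foxi3b* (ENSDARG00000009550), which that text does not name, rose. Their log2 fold changes were 3.32 and 3.23 (adjusted p = 0.000709 and 6.8e-05 from the same edgeR test). The muscle regulator *myog* (ENSDARG00000009438) rose from 93, 87 and 122 counts in wild types to 315, 296 and 364 counts in mutants (log2 fold change 1.84, adjusted p = 0.000348, edgeR). Of the tuft cell genes, *trpm5* fell by 2.37 on the log2 scale and *pou2f3* did not differ (adjusted p = 0.0639, edgeR; significant only without mutant replicate 2, with a log2 fold change of 0.81). In these whole-thymus libraries, a change per cell and a change in the number of cells give the same value. From the groups of signatures and the levels of *Psmb11* and *aire*, the paper proposes that the contribution of *foxn1* to the presence of mimetic cells is biased towards cell types that appeared later in evolution. The fall of *foxj1a* follows the paper's zebrafish grouping of ciliated cells. In mice, however, the paper reports that ciliated cells can develop without FOXN1.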

To substantiate this conclusion, we examined the thymopoietic activity of the *Foxn4* gene of amphioxus (*Branchiostoma lanceolatum*). Amphioxus is a representative of cephalochordates, a distant relative of vertebrates without adaptive immunity. In the *Foxn1*-replacement model, the microenvironment driven by *B.* *lanceolatum* *Foxn4* supports T cell development only up to the CD4/CD8-double positive stage, and these mice exhibit autoimmune phenomena^38^, compatible with the pre-adaptive function of this transcription factor. Gene signature analysis of reconstituted TECs revealed an enrichment of the early progenitor and cTEC signatures, and a paucity of mTEC and Aire-stage cells (Fig. 5h, Extended Data Fig. 11c and Supplementary Fig. 7), indicative of blocked maturation of the epithelium. Notably, whereas gene signatures for ciliated, goblet, ionocyte and muscle cells were not significantly different from those of wild-type TECs, we noted a distinct reduction of other mimetic cell signatures, which in the mouse environment likely causes incomplete representation of peripheral self antigens. Indeed, with the exception of the notable presence of the characteristic cTEC signature, the pattern in *B.* *lanceolatum* *Foxn4* transgenic mice (Fig. 5h) is essentially indistinguishable from that of *Foxn1*-deficient mice (Fig. 4a), in which T cell development is completely blocked and hence no autoimmunity is observed. We conclude that also in this evolutionary reconstruction, the group of ciliated, goblet, ionocyte and muscle cell behaves distinctly differently from the other mimetic cell types, revealing an evolutionarily plausible trend of stepwise addition of mimetic cell types. The development of certain mimetic cells, such as the enterohepatic group, are clearly dependent on the formation of the mTEC compartment, the full maturation of which is driven by FOXN1. This group of mimetic cells represents cell types that are vertebrate-specific innovations (no liver is detectable outside the vertebrate lineage^12^), whereas other mimetic cell types, such as goblet, muscle and others, are representatives of evolutionarily more ancient cell types and thus may have been added to the portfolio of mimetic cells at an earlier stage of vertebrate evolution.

Considering the present results and earlier work^2,7^, peripheral antigen expression in the thymus appears to be a feature of all jawed vertebrates, ranging from sharks to humans. To explore the evolutionary origin of this central tolerance mechanism further, we turned our attention to lampreys, the best-studied representative of jawless vertebrates, the sister group of jawed vertebrates. To this end, we determined whether cells that express peripheral (tissue-restricted) antigens are present in the thymoid, the thymus equivalent of lampreys, which is situated at the tip of gill filaments and distal secondary lamellae. Although the anatomical structure of the thymoid in lampreys is less well studied than that of the thymus of jawed vertebrates, it is clearly a structured tissue (Fig. 5i). The expression of *CDA1*, which encodes a cytidine deaminase, identifies developing lamprey T-like cells in the distal (outer) area of the thymoid^46^, a localization that is reminiscent of the thymic cortex of jawed vertebrates (Fig. 5j). By contrast, cells that express the *TTR* gene, which is most highly expressed in the lamprey liver^47^, are predominantly situated in the inner region of the thymoid (Fig. 5k). We also detected cells that express the gene for myosin heavy chain (*Myhc1*; Fig. 5l). Thus, our results raise the intriguing possibility that intrathymic tolerogenic mechanisms, including self-antigen-displaying mTECs and/or thymic mimetic cells, are present in both jawless and jawed vertebrates.

## Conclusion

In mice, AIRE-mediated peripheral antigen expression by thymic epithelial cells^22^, the activity of *Fezf2* in mTECs^23^, and the presence of mimetic cells^2^ in the thymic microenvironment non-redundantly contribute to the formation of a self-tolerant T cell repertoire. The *Aire* gene is found only in the genomes of jawed vertebrates^48^ and is not present in jawless vertebrates; by contrast, *Fezf2* is a pan-vertebrate-specific gene (a paralogue of the evolutionarily ancient *Fezf1* gene^49^) found in both jawed and jawless vertebrates (Extended Data Fig. 11d). These findings indicate the possibility that *Fezf2*-driven peripheral self-antigen expression in the thymus might have emerged already in the ancestor common to all vertebrates, before AIRE-specific functions were added in jawed vertebrates. Thus, the tolerogenic capacity of the thymus might have evolved in successive steps, mirrored in the presence or absence of tolerogenic factors and the distinct developmental sequence of mimetic cell types.

In mice, FEZF2 and AIRE regulate only partially overlapping aspects of peripheral antigen expression^4,23^. Both tolerogenic factors—FEZF2 and AIRE—are required for the differentiation of some mimetic cells^2,4^. FEZF2 appears to be particularly relevant for the differentiation of the enterohepatic lineage of mimetic TECs^4^; notably, in mTECs of *Fezf2*-deficient mice, *Ttr*, which encodes transthyretin, is the most highly downregulated gene^23^. The presence of *TTR*-expressing cells in the thymoid is compatible with the control of intrathymic *TTR* gene expression by FEZF2 rather than AIRE (which is absent from the lamprey genome). At present, the mechanistic underpinnings of antigen receptor repertoire development in the lamprey T cell lineage^50^ are largely unexplored, complicating attempts at establishing the functional importance of peripheral antigen expression in the lamprey thymoid. Further work is required to establish the frequency and distribution of cells expressing different peripheral antigens in the gill filaments and to clarify the mechanism by which developing T cells gain access to these antigens. Nonetheless, our results reveal an unexpected similarity in tolerogenic traits between the two sister groups of vertebrates. Despite species-specific variations^7^, the exposure of developing thymocytes to peripheral tissue antigens thus emerges as a general component of vertebrate adaptive immune systems.

## Methods

### Animals

C57BL/6 mice were maintained at the Max Planck Institute of Immunobiology and Epigenetics. *Foxn1*^−/−^ (ref. ^27^), *Foxn1:cre*^52^, *Rosa26-LSL-EYFP*^53^, *Foxn1:mCardinal*^54^, *Ascl1*^*fl/fl*^ (ref. ^55^), *Foxn1:*Bl*Foxn4, Foxn1:*Cm*Foxn4*, *Foxn1:*Cm*Foxn1*^38^ and *Foxn1:Fgf7*^20^ transgenic mice have been described previously. The *Foxn1:Bmp4* transgene was created by T. Schlake and B.K. by inserting a cDNA fragment corresponding to nucleotides 497–1729 in GenBank accession number NM_007554.3 as a NotI fragment into pAHB14^34^. The Δ3ex2 *Foxn1* deletion mutant (internal designation Chi6) transgene was generated by deletion of nucleotides 504–728 of mouse *Foxn1* cDNA (Genbank accession number NM_008238.2) and insertion as a NotI fragment into pAHB14^34^. To generate transgenic mice, constructs were linearized and injected into FVB pronuclei according to standard protocols. The Foxn1^Δ3ex2^ mice were bred to a *Foxn1*-deficient background. Genotyping information is summarized in Supplementary Table 2. Mice carrying the original *nu* mutation (CByJ.Cg-Foxn1nu/J) were purchased from Charles River and used for snRNA-seq experiments. Mice were analysed at the age of 4–6 weeks, unless otherwise stated.

The zebrafish line carrying an internal deletion of the *foxn1* gene has been described^56^. Adult zebrafish (3 months of age) were used for experiments.

Mice and zebrafish were kept in the animal facility of the Max Planck Institute of Immunobiology and Epigenetics under specific pathogen-free conditions (mice: 14 h light, 10 h dark; temperature 22 ± 2 °C; relative humidity 55 ± 10%; zebrafish: 13 h light, 11 h dark, water temperature 28 °C). All animal experiments were performed in accordance with the relevant guidelines and regulations, approved by the review committee of the Max Planck Institute of Immunobiology and Epigenetics and the Regierungspräsidium Freiburg, Germany (mice: licenses 35–9185.81/G-12/85; 35–9185.81/G-16/67; zebrafish: license 35–9185.81/G-14/41). All strains are made available from the corresponding author upon request, subject to standard material transfer agreements.

Ammocoete larvae of *L. planeri* (body length, 8–10 cm) were caught by a licensed fisherman from the wild in the Freiburg region (Riedgraben, March-Neuershausen) under permission by the local governmental authority (Landratsamt Breisgau-Hochschwarzwald, license 420.1.13-2024-034414). Juvenile cat shark (*S. canicula*) specimens were kindly supplied by Markéta Kauka (Max Planck Institute for Evolutionary Biology, Plön, Germany); juvenile bamboo sharks (*Chiloscyllium punctatum*) were purchased from a local pet shop. Upon arrival at the laboratory, lampreys and sharks were euthanized using 0.02% tricaine methanesulfonate. For RNA isolation, tissues were removed under a dissection microscope and dissolved in TRI reagent (T9424, Sigma-Aldrich); for histological studies, dissected tissues were fixed in 4% neutral formalin.

Sample sizes were based on our experience and accepted practice in the respective fields, balancing statistical robustness, resource availability and animal welfare. No statistical methods were used to predetermine sample size. Provided the transgenic status and age matched the experimental requirements, mice were randomly assigned to experimental groups, irrespective of sex. Blinding was not possible because the thymus phenotype—the transgenic status of the respective mouse—is evident from flow cytometry, imaging analysis or genotyping information.

### RNA in situ hybridization

Tissues were fixed with modified Davidson’s fluid and dehydrated with Li-ethanol and ethanol in a stepwise manner and finally embedded in paraffin; RNA ISH on paraffin sections was performed using DIG-labelled probes^57^. Double ISH was carried out as follows. DIG- and fluorescein-labelled RNA antisense probes were simultaneously hybridized to RNA in tissue sections. The DIG-labelled probe was detected first, either with an alkaline-phosphatase-conjugated anti-DIG antibody (1:2,000 dilution in maleic acid buffer (MAB); 100 mM maleic acid, pH 7.5, 150 mM NaCl, 2 mM Levamisol, 1% blocking reagent (Roche), 0.1% Tween-20) for chromogenic detection, or with an anti-DIG-POD antibody (1:300 dilution in MAB) for fluorescent detection. The presence of the DIG-hapten was revealed by staining with BM Purple (Roche) or by Cy3 fluorescence, using the Tyramide Signal Amplification Plus system (AkoyaBioscience). The sections were washed several times in PBS; the fluorescein-labelled probe was detected by a peroxidase-conjugated anti-Fluorescein-POD (1:300 dilution in MAB) and revealed by Cy5 fluorescence.

Sequence coordinates in GenBank accession numbers for the probes were as follows:

- *M. musculus*: *Foxn1*, nucleotides 2181–3584 in XM_006532266.3; *Foxj1*, nucleotides 1406–1917 in NM_008240.3; *Hnf4a*, nucleotides 1469–1920 in NM_008261.3; *Foxi1*, nucleotides 1067–1576 in NM_023907.4; *Pax9*, nucleotides 1260–1818 in NM_011041.3.
- *S. canicula*: *RAG1*, nucleotides 3400–3900 in XM_038808256; *FOXN1*, nucleotides 101–600 in XM_038813127; *FOXN4*, nucleotides 2001–2500 in XM_038815571; *CD3E*, nucleotides 1–594 in KY434199; *FOXJ1*, nucleotides 1501–2000 in XM_038820881; *FOXI1*, nucleotides 1231–1730 in XM_038822317; *MYOG*, nucleotides 620–1120 in XM_038820992; *POU2F3*, nucleotides 1401–1900 in XM_038779605; *TTR*, nucleotides 180–680 in XM_038808583.
- *L. planeri*: *CDA1*, nucleotides 8–496 in MG495252; *TTR*, nucleotides 148–593 in XM_061573254; *MyHC1*, nucleotides 5013–5609 in AB126173.

### Image analysis

Images were acquired on Zeiss microscopes (Axioplan 2) equipped with an Mrc 5 camera; in some figure panels, Cy5 signals were converted to false (yellow) colour for better visualization.

### Flow cytometry and cell sorting

Single-cell suspensions of TECs for preparative flow cytometry were obtained as described^31,58^. Thymic epithelial cells have the surface phenotype EPCAM^+^CD45^−^; thus, cell surface staining was performed using anti-EPCAM (G8.8), conjugated with APC (1:1,000, BioLegend) or anti-EPCAM (G8.8), conjugated with biotin (1:1,000, BioLegend), in combination with streptavidin, conjugated with eFluor 450 (1:1,000, eBioscience), and anti-CD45 (30-F11), conjugated with PE Cy7 (1:2,000, BioLegend) at 4 °C in PBS supplemented with 0.5% BSA and 0.02% NaN_3_. In order to differentiate cells with past and acute *Foxn1* expression, triple-transgenic *Foxn1*:*cre*; *Rosa26-LSL-eYFP*; *Foxn1*:*mCardinal* mice were used for cell sorting. Cells with past expression of *Foxn1* were sorted as EPCAM^+^YFP^+^ mCardinal^−^ cells, whereas cells with acute *Foxn1* expression were sorted as EPCAM^+^YFP^+^ mCardinal^+^ cells. EPCAM^+^CD45^−^ cells (after negative enrichment using anti-CD45 magnetic-activated cell sorting (MACS) beads and anti–Ter-119 MACS beads, Miltenyi Biotec) were sorted directly into TRI reagent (T9424, Sigma-Aldrich). Cell sorting was carried out using the MoFlow instrument (Dako Cytomation-Beckman Coulter) controlled with the Summit (5.5) software. Analytical flow cytometry was performed for TECs as follows: anti-EPCAM (G8.8), conjugated with APC (1:1,000, BioLegend); anti-Ly51 (alias BP-1; 6C3), conjugated with PE (1:1,600, eBioscience); UEA1, conjugated with FITC (1:1,000, Vector Labs) or UEA1, conjugated with biotin (1:600, Vector Labs), in combination with streptavidin, conjugated with eFluor 450 (1:1,000, eBioscience). When analysis of haematopoietic fractions was desired, thymocyte suspensions were prepared in parallel by mechanical liberation, best achieved by gently pressing thymic lobes through 40 μm sieves. Cell surface staining (anti-CD45 (30-F11), conjugated with PE/Cy7 (1:2,000, BioLegend); anti-CD4 (GK1.5), conjugated with FITC (1:1,000, BioLegend); anti-CD8a (53-6.7), conjugated with APC (1:800, eBioscience); anti-TCRβ (H57-597), conjugated with PE (1:400, eBioscience); anti-CD19 (eBio1D3), conjugated with PerCP/Cy5.5 (1:500, eBioscience) or PE/Cy7 (1:1,000, eBioscience); anti-B220 (alias CD45R; RA3-6B2), conjugated with biotin (1:200, eBioscience); anti-IgM (II/4.1), conjugated with PE (1:300, eBioscience), anti-CD93 (alias C1qRp; AA4.1), conjugated with APC (1:300, eBioscience); streptavidin conjugated with eFluor 450 or FITC (1:1,000, eBioscience)) was performed at 4 °C in PBS supplemented with 0.5% BSA and 0.02% NaN_3_. Flow cytometry experiments were evaluated using FACSDiva (8.0.2) and FlowJo (9.3.1) software. The relevant gating strategies^20,37,38^ are shown in Supplementary Fig. 4.

### Isolation of cell nuclei from thymus tissue

Thymus tissues were recovered under a dissection microscope; thymocytes were mechanically liberated by applying gentle pressure on the tissue on a 40-μm sieve and extensive washing to deplete as many haematopoietic cells as possible. For nude mice, thymic rudiments from two individuals were pooled to constitute one sample. The resulting tissue remnants were transferred into a 1.5 ml Eppendorf tube containing 150 µl of freshly prepared ice-cold lysis buffer (10 mM Tris-HCl pH 8, 10 mM NaCl, 3 mM MgCl_2_, 0.1% non-denaturing detergent Igepal CA-630, 0.1% Tween-20, 1% BSA), supplemented with 1 U μl^−1^ Protector RNase inhibitors (Roche, 3335402001). Tissues were homogenized using a RNAse-free disposable pestle for 1.5 ml tubes (Fisher Scientific, 12141364) with a circular motion until the majority of clumps were homogenized. Nuclei quality was assessed under a phase-contrast microscope. Subsequently, 500 µl of ice-cold wash buffer (10 mM Tris-HCl pH 8, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Tween-20, 1% BSA) with 0.2 U μl^−1^ of Protector RNase inhibitors was added, mixed by inversion, and spun briefly to collect liquid from the cap of the tube. The nucleus suspension was then filtered through a 70 µm Flowmi Cell Strainer (H13680-0070, Bel-Art) and centrifuged at 300*g* for 5 min at 4 °C. The supernatant was removed, and the nuclear pellet was resuspended in 200 μl of 0.5% BSA in PBS, supplemented with 0.2 U μl^−1^ of Protector RNase inhibitors and filtered again through a 40-µm Flowmi Cell Strainer (H13680-0040, Bel-Art). Nuclei were quantified by Trypan blue staining using the Countess 3 automated cell counter (Thermo Fisher Scientific). Only Trypan blue-positive nuclei were counted (to exclude fat droplets). Each nucleus suspension was normalized to a concentration of 800 nuclei per µl using the resuspension buffer.

### PCR with reverse transcription

RNA was isolated from total thymus tissue using TRI reagent (T9424, Sigma-Aldrich). Thymus tissue was isolated from specimens of unspecified sex from juvenile brown-banded bamboo shark (*C. punctatum*)^13^ and *foxn1*^+/+^ and *foxn1*^−/−^ adult zebrafish^56^ on the *ikzf1*:EGFP background^43^. For each RNA extraction from zebrafish thymi, three organs were pooled and a total of three such pools were processed. RNA was quantified using the Qubit RNA HS Assay Kit (ThermoFisherScientific, Q32852) and the Qubit 4 Fluorometer (ThermoFisherScientific, Q33226). RNA quality was checked by determining the 18S/28S rRNA ratio using the Fragment Analyzer RNA Kit (ThermoScientific, DNF-471-0500) and the 5200 Fragment Analyzer System (ThermoScientific, M5310AA). cDNA was prepared using random hexamers and the SMARTScribe Reverse Transcriptase (Clontech).

The primers used for amplification from bamboo shark cDNA and the respective amplicon sizes are listed in Supplementary Table 3; the primers used for amplification from zebrafish cDNA and the respective amplicon sizes are listed in Supplementary Table 4. In the PCR reaction, primers were used at a concentration of 10 pmol μl^−1^. For comparative analyses, the amounts of input cDNA were calibrated by comparison to zebrafish *ef1a* expression levels. Amplicons, independently generated for three thymic samples each per genotype, were pooled prior to gel electrophoresis. For gel source data, see Supplementary Fig. 8.

### Bulk RNA-seq of TECs

TECs derived from mouse thymus were sorted directly into TRI reagent (T9424, Sigma-Aldrich), while for zebrafish total thymus tissue was used. RNA isolation was performed according to standard protocols. RNA was quantified using the Qubit RNA HS Assay Kit (ThermoFisherScientific, Q32852) and the Qubit 4 Fluorometer (ThermoFisherScientific, Q33226). RNA quality was checked by determining the 18S/28S rRNA ratio using the Fragment Analyzer RNA Kit (ThermoScientific, DNF-471-0500) and the 5200 Fragment Analyzer System (ThermoScientific, M5310AA). For each zebrafish library, RNA from three animals was pooled and three such pools were sequenced. Libraries were prepared using the Ultra RNA Library Prep Kit (NEB). Samples were run on Illumina HiSeq 2500, HiSeq 3000 or NovaSeq 6000 instruments and sequenced to a depth of 10 × 10^6^ to >150 × 10^6^ reads per sample. Transcriptomes were analysed on the Galaxy platform^59^ using Trim Galore! version 0.4.3.1 (developed by Felix Krueger at the Babraham Institute), HISAT2 version 2.1.0^60^ and featureCounts version 1.6.1.0^61^.

### snRNA-seq of thymic tissue

The Chromium GEM-X Single Cell 3′ v4 protocol (CG000731, Rev B) was followed starting from step 1.1 according to the manufacturer’s guidelines. The Chromium GEM-X Single Cell 3′ Kit v4 (PN-1000686) and the Chromium GEM-X Single Cell 3′ Chip Kit v4 (PN-1000690) were used to process each sample. A total of 36.6 µl of normalized nucleus suspension (see ‘Isolation of cell nuclei from thymus tissue’) was added to the master mix to target a recovery of 20,000 nuclei. The ready GEM-X chip was loaded onto a 10x Genomics Chromium Xo instrument, and final libraries were completed as per 10x Genomics guidelines. Libraries were quantified using the Qubit High Sensitivity DNA Assay (Invitrogen, Q32851), and their molar concentrations were calculated on the basis of their size distribution using the Fragment Analyzer NGS 1–6,000 bp High Sensitivity DNA kit. Libraries were pooled, cleaned of adapter dimers and denatured according to Illumina guidelines. Libraries were sequenced in paired-end mode with a read length of 10 × 100 × 100 × 10 bp (i5 index, R1, R2, i7 index) on a NovaSeq 6000 instrument (Illumina), aiming for a minimum sequencing depth of 20,000 read pairs per nucleus.

### Analysis of snRNA-seq data

Counts were generated with 10x Genomics Cell Ranger (8.0.1) and background noise was reduced with CellBender (0.3.0, --fpr 0.01)^62^. Droplets were excluded if they exhibited low total UMI counts (<500), high proportions of mitochondrial counts (>5%), or abnormal numbers of detected genes (beyond 1 median absolute deviation (MAD) from the median) or complexity (ratio of detected genes over total count; beyond 3 MADs from the median). Doublets were removed with scDblFinder^63^. After initial dimensionality reduction and clustering of the data, each cell was scored for mimetic and background marker gene sets with AUCell^21^. Clusters predominantly comprising cells scoring highly for signatures compatible with expected contaminants (thymocytes and adipocytes for control and nude samples, respectively) were excluded from further analysis. The reduced dataset was clustered again. Parameters were selected to maximize the mean silhouette width. Subclustering was performed on clusters selected manually based on their mean silhouette width, again performing parameter sweeps and selecting parameters based on the total within cluster sum of squares and mean silhouette widths of subclusters. The final clusters were annotated by investigation of dominant signature scores and marker genes.

### Assessment of mimetic signatures in bulk RNA-seq data

Bulk RNA-seq data from all samples were processed jointly. Genes were included if their counts exceeded 5 in at least 50% of samples. Differential expression of genes between samples was assessed with voom^64^ and limma with treat(., lfc = log2(1.2), robust = TRUE)^65,66^ to generate the *t*-statistic. Relative enrichment of gene signatures was determined with the competitive gene set test camera^25^ with cameraPR, employing the *t*-statistic as output by treat as the ranking statistic. The output of camera is a two-sided and Benjamini–Hochberg adjusted *P* value. Results are reported as log_10_(adj. *P*), conditionally multiplied by −1 for signatures with an upwards direction of change. Although we were mainly interested in TEC signatures^2,20^, we also collected background signatures of unrelated cell types from PanglaoDB^67^, Tabula Muris^68^ (bladder, spleen, kidney, liver, marrow, muscle, lung, non-myeloid brain, from FACS) and MSigDB^69,70^ (M8: mouse cell-type signature gene sets, except for Tabula Muris Senis signatures). From the collection of signatures, those that comprised up to 10% less or 10% more genes than the smallest and largest TEC or mimetic signature, respectively, were retained as background signatures (see Supplementary Fig. 1). To investigate mouse-derived signatures in RNA-seq samples from *D. rerio*, we performed orthology transfer using data from the Ensembl database (release 112)^71,72^, allowing many-to-many relationships.

### Identification of mimetic cells in scRNA-seq data

Signature gene sets for mimetic cells were derived from single-cell differential gene expression results from Supplementary Table 2 in Michelson et al.^2^. The gene lists were filtered (adjusted *P* < 0.01, |log_2_(FC)| >1, expressed in at least 10% of cells) and used as input to AUCell^21^ to score signatures in each cell. Based on the resulting histograms of areas under the curve (AUCs), thresholds were defined manually for each mimetic signature (see Extended Data Fig. 1a). A cell that met thresholds for multiple signatures was disambiguated by ordering all eligible signatures and choosing the highest-ranked one, first by the cell’s rank within the signature AUCs (that is, a signature is ranked higher if the cell’s position on the histogram is further to the right), and second (in case of ties) by the *z*-score standardized AUC. The signatures ‘Tuft1’ and ‘Tuft2’, as well as ‘Skin_basal’ and ‘Skin_keratinized’ led to the identification of an overlapping set of cells which were therefore collapsed into unified Tuft and Skin populations (Extended Data Fig. 1b). Using the final signatures, mimetic cells were identified in the uniform manifold approximation and projection (UMAP) graphs calculated from single-cell datasets^20^.

Shifts in population composition were evaluated with scCODA^24^. The model was run multiple times, using each of the major populations (early and postnatal progenitors, mTEC, cTEC, Aire-stage and unassigned) as the reference. Detected changes were minimal for the ‘unassigned’ population and it was therefore used as the final reference. A population was deemed ‘overall credibly changed’ if more than half the models detected a credible change.

### Lineage tracing of mimetic cell lineages

CRISPR–Cas9 barcodes for single cells^20^ were binarized (barcode present or absent) and a logistic regression model was fitted with fixed covariates ‘signature’ and ‘sample’. A *P* value for the ‘signature’ term was determined by likelihood ratio test with a reduced model. Proportions of *Foxn1*-expressing cells between populations were compared with a binomial test, implemented in the findMarkers function from the scran package^73^.

### Determination of fate probabilities in scRNA-seq data

scRNA-seq data from barcoded and unbarcoded samples from three time points (embryo, newborn, 4 week) were integrated with fastMNN^74^. The integrated dataset was re-clustered and clusters with expression of *Pth*/*Chga* (ectopic parathyroid) and *Cd3*/*Cd4*/*Cd8a* (thymocytes) were excluded. Diffusion pseudotime was calculated, starting from the cell with the highest AUC for the early progenitor signature in the embryonic sample^75^. The pseudotime and integrated representation of the data were used for generation of a PseudotimeKernel and ConnectivityKernel with CellRank^29,30^, respectively. Both kernels were combined and analysed with a GPPCA estimator^76^ to identify between 10 and 16 macrostates (gppca.fit(n_states = [10, 16])). The optimal number of macrostates based on the *minChi* criterion^76^ was 12. Macrostates were manually labelled according to their composition of annotated cell types and defined as initial (early progenitors) or terminal (Aire-stage and mimetic populations) states. Intermediate states were not retained. Fate probabilities were calculated with the remaining macrostates and the overlap of cells exceeding fate probability thresholds in pairs of fates was quantified by the Jaccard index. Because the automatically determined macrostates did not reflect all mimetic populations, we additionally ran CellRank after manually identifying terminal cells, picking representatives with the highest signature AUC for each population of interest. Fate probabilities and Jaccard indices were also calculated for these data.

### Data handling and statistics

Box plots encapsulate the first to third quartile, a line indicates the median. Whiskers extend to the furthest point with a distance of up to 1.5 times the interquartile range from the boxes. For the data analyses presented in Figs. 2a,b and 3e and Extended Data Figs. 6 and 8a, differences in means between groups were compared by ANOVA. Separate ANOVAs were conducted for each dependent variable. The resulting *P* values were corrected for multiple testing with the conservative Bonferroni method. For tests with adjusted *P* < 0.05, we rejected the null hypothesis of equal means and performed pairwise two-sided *t*-tests between all (Figs. 2a,b and 3e and Extended Data Fig. 6a) groups, or between selected groups (Extended Data Fig. 8, F_2_ samples only). *P* values from pairwise *t*-tests were corrected for multiple testing with the conservative Bonferroni method. For Extended Data Figs. 2d and 4d, groups were compared via a two-sided *t*-test without (Extended Data Fig. 2d) or with (Extended Data Fig. 4d) Welch correction (GraphPad Prism 9.5.1). For LOESS (Fig. 3a), we tested span parameters between 0.4 and 0.9 in increments of 0.01 with tenfold cross-validation. The minimal mean squared error was achieved with a span of 0.53. The numbers of biological replicates are indicated in the figure panels or figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-025-09148-y.

## Supplementary information

Supplementary Information This file contains Supplementary Tables 1–4 and Supplementary Figs. 1–8.

Reporting Summary

Peer Review file

## Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 5

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

Source Data Extended Data Fig. 10

Source Data Extended Data Fig. 11

## Data Availability

All data supporting the findings of this study are available within the Article and its Supplementary Information. Sequence data are deposited at the Gene Expression Omnibus (GEO). Bulk RNA-seq data are available under accession numbers GSE272144 (mouse), GSE272063 (mouse) and GSE272064 (zebrafish). Data under GSE272144 were previously reported^38^ and reanalysed here. Data from mouse snRNA-seq are available under accession number GSE288957. Background signature gene sets are available from PanglaoDB (https://panglaodb.se/markers.html), the Tabula Muris repository (https://github.com/czbiohub-sf/tabula-muris/tree/dedd8352d4348150e199162f966f7442976acdd3/22_markers) and MSigDB (https://www.gsea-msigdb.org/gsea/msigdb/mouse/genesets.jsp?collection=M8). Source data are provided with this paper.

# Supplementary material for: Developmental trajectory and evolutionary origin of thymic mimetic cells
**Source:** Nature. 2025 Jun 11;643(8073):1066–75. doi: 10.1038/s41586-025-09148-y
**Supplement:** Supplementary file 1 — This file contains Supplementary Tables 1–4 and Supplementary Figs. 1–8.

---

**Supplementary information**

---

**Developmental trajectory and evolutionary origin of thymic mimetic cells**

---

In the format provided by the  
authors and unedited

## **Supplementary Information**

**for**

Developmental trajectory and evolutionary origin of thymic mimetic cells

Anja Nusser, Oliver S. Thomas, Gaoqun Zhang, Daisuke Nagakubo, Laura Arrigoni, Brigitte  
Krauth & Thomas Boehm

**Supplementary Table 1 | Enumeration of TEC subpopulations at various developmental time points.**

| <b>Population</b>    | <b>E16.5</b> | <b>P0</b>   | <b>P28</b>   |
|----------------------|--------------|-------------|--------------|
| Early Progenitor     | 719 (32.9%)  | 226 (13.0%) | 296 (4.3%)   |
| Postnatal Progenitor | 128 (5.9%)   | 113 (6.5%)  | 2242 (32.2%) |
| cTEC                 | 1156 (52.9%) | 921 (52.8%) | 445 (6.4%)   |
| cTEC (nurse)         | 0 (0.0%)     | 70 (4.0%)   | 277 (4.0%)   |
| mTEC                 | 0 (0.0%)     | 37 (2.1%)   | 1044 (15.0%) |
| unassigned           | 139 (6.4%)   | 75 (4.3%)   | 453 (6.5%)   |
| Aire-stage           | 42 (1.9%)    | 268 (15.4%) | 1528 (22.0%) |
| Ciliated             | 0 (0.0%)     | 3 (0.2%)    | 49 (0.7%)    |
| Goblet               | 2 (0.1%)     | 4 (0.2%)    | 31 (0.4%)    |
| Ionocyte             | 0 (0.0%)     | 0 (0.0%)    | 13 (0.2%)    |
| Muscle               | 1 (0.0%)     | 9 (0.5%)    | 10 (0.1%)    |
| Enterohepatic        | 0 (0.0%)     | 1 (0.1%)    | 82 (1.2%)    |
| Lung (basal)         | 0 (0.0%)     | 0 (0.0%)    | 31 (0.4%)    |
| Microfold            | 0 (0.0%)     | 1 (0.1%)    | 57 (0.8%)    |
| Neuroendocrine       | 0 (0.0%)     | 2 (0.1%)    | 32 (0.5%)    |
| Pancreatic           | 0 (0.0%)     | 1 (0.1%)    | 52 (0.7%)    |
| Skin                 | 0 (0.0%)     | 7 (0.4%)    | 86 (1.2%)    |
| Tuft                 | 0 (0.0%)     | 7 (0.4%)    | 231 (3.3%)   |

**Supplementary Table 2 | Genotyping information**

| <b>Transgene</b>           | <b>Forward primer</b>      | <b>Reverse primer</b>     | <b>Size (bp)</b> |
|----------------------------|----------------------------|---------------------------|------------------|
| <i>Foxn1</i> (wt)          | 5'-CTGTGAACTCAGCCATACTC    | 5'-TGCACCAAGCCTCTGCTGGGA  | 521              |
| <i>Foxn1</i> (mut)         | 5'-TCGCCTTCTTGACGAGTTCT    | 5'-TGCACCAAGCCTCTGCTGGGA  | 230              |
| <i>Foxn1:Cre</i>           | 5'-TGCATGATCTCCGGTATTGA    | 5'-CGTACTGACGGTGGGAGAAT   | 374              |
| <i>Rosa26LSLEYFP</i> (wt)  | 5'-AAAGTCGCTCTGAGTTGTTAT   | 5'-GGAGCGGGAGAAATGGATATG  | 600              |
| <i>Rosa26LSLEYFP</i> (del) | 5'-AAAGTCGCTCTGAGTTGTTAT   | 5'-GCGAAGAGTTTGTCCTCAACC  | 300              |
| <i>Foxn1:mCardinal</i>     | 5'-GTCCCTAATCCGATGGCTAGCTC | 5'-GTAGATCAAGCAGCCGTCCT   | 492              |
| <i>Foxn1:Bl_Foxn4</i>      | 5'-CCAGCTCCGAAACAGCCTAA    | 5'-GTCCTTTGTCGTCTGGTCGT   | 531              |
| <i>Foxn1:Cb_Foxn4</i>      | 5'-GTCCCTAATCCGATGGCTAGCTC | 5'-GGTTAAAGTTCATGCGGCCG   | 374              |
| <i>Foxn1:Cb_Foxn1</i>      | 5'-GTCCCTAATCCGATGGCTAGCTC | 5'-TATCGCGTGCACGAGTTGTA   | 397              |
| <i>Foxn1:Fgf7</i>          | 5'-CCGTGGCAGTTGGAATTGTGGC  | 5'-ACATTTCCCTCCGCTGTGTGTC | 186              |
| <i>Foxn1:Bmp4</i>          | 5'-CATGTAGCTGGCTTTCTTCGAG  | 5'-GATCTCAGCGGCATCCAC     | 1523             |
| <i>Foxn1:Δ3ex2_Foxn1</i>   | 5'-GCATGCTAACTTCAGCTGC     | 5'-CACTGTCCAGAGCTTG       | 278              |
| <i>Ascl1</i> (wt)          | 5'-CTACTGTCCAAACGCAAAGTGG  | 5'-GCTCCCACAATCCTCGTAAAGA | 400              |
| <i>Ascl1</i> (mut)         | 5'-CTACTGTCCAAACGCAAAGTGG  | 5'-TAGACGTTGTGGCTGTTGTAGT | 1000             |

**Supplementary Table 3 | Primers for RT-PCR amplifications for *C. punctatum***

| <b>Gene</b>   | <b>Forward Primer</b>         | <b>Reverse Primer</b>           | <b>Size (bp)</b> |
|---------------|-------------------------------|---------------------------------|------------------|
| <i>Pax9</i>   | 5'-CAAACCAGGCTGCAGTGAATGG     | 5'-GACACAAAGCTGCTAGCTGTAGG      | 102              |
| <i>Foxn1</i>  | 5'-CAACACAGATATTGATGCACTC     | 5'-CCATGGAGAAGACATGGACAC        | 123              |
| <i>Foxn4</i>  | 5'-GACGTTGATGCCCTTGACCCAACC   | 5'-GCTAAATGCACTGAGTGTGTCC       | 108              |
| <i>Trac</i>   | 5'-CACCATCTGAACCATCCTTGTACG   | 5'-CTCATGGTCATGTTATAGCTCTTG     | 135              |
| <i>Trbc</i>   | 5'-CCTCACCAGATGAGATTAAACAG    | 5'-TTTTGATATTGTCAGGATAGAAG      | 81               |
| <i>IgK</i>    | 5'-ACTGTGAAGTATGTGGAAATATCAG  | 5'-CAAAAGTTTTGTCTTCCAAAGGTGAG   | 86               |
| <i>Dll4</i>   | 5'-GATCTGACTCAAGACCTGAAATG    | 5'-AACTGTGGATATTCTGCACTCTGG     | 105              |
| <i>Foxa1</i>  | 5'-AGGACATGAAGCTTCTGACTGG     | 5'-CTGAAGGAGCCCGAGTTCAT         | 162              |
| <i>Pou2f3</i> | 5'-CATCATCACCAGTTACCACATCC    | 5'-GTGCAAGAACGAGGTACCATTCC      | 116              |
| <i>Trpm5</i>  | 5'-GAAGAAGACATCAACCAAGGTAG    | 5'-CATCCAGGATAGAACATCACTGC      | 116              |
| <i>Aire</i>   | 5'-CTCCGCTAAACGGAAATCTCC      | 5'-CTGTTATCTTTTGAAGTGGTTGTG     | 187              |
| <i>MyoG</i>   | 5'-TCCTCTGACCATTGCAACACTTCG   | 5'-TGAGAGAACACAAGCTGGTACTTCC    | 99               |
| <i>Foxj1b</i> | 5'-CAACTTCTGCTACTACAAGCACGCTG | 5'-ACCAGGTTTCATCTTTCTGTCTTGGCAC | 114              |

**Supplementary Table 4 | Primers for RT-PCR amplifications for *D. rerio***

| <b>Gene</b>   | <b>Forward Primer</b>         | <b>Reverse Primer</b>           | <b>Size (bp)</b> |
|---------------|-------------------------------|---------------------------------|------------------|
| <i>pax9</i>   | 5'-TCCTCGGGAGGCTAAACGCAATGG   | 5'- GCTGATGCACAAGGCCTGATGC      | 149              |
| <i>foxn1</i>  | 5'-TACATTAGGCACTGATGTGGAGACC  | 5'-ACTGATGGCACTGTATGCCTGATGG    | 130              |
| <i>foxn4</i>  | 5'-GTCCACACTGACGTCAATTCAGAGG  | 5'-GCTGCTGGTGTCCAGGTCACAGTCG    | 174              |
| <i>psmb11</i> | 5'-GCCAAACTCCTGTCCCACATGCTGC  | 5'-GCATATCTCTCTGTTCATTGGTTGCTCG | 125              |
| <i>aire</i>   | 5'-CAGAGACGAGATGGACTCAGTGATGG | 5'-CTTGGGTCTCAGAAAGAGGACGTG     | 98               |
| <i>efla</i>   | 5'-TATCTCCAAGAACGGACATAC      | 5'-GCAAACCTGCAGGCGATGTG         | 740              |

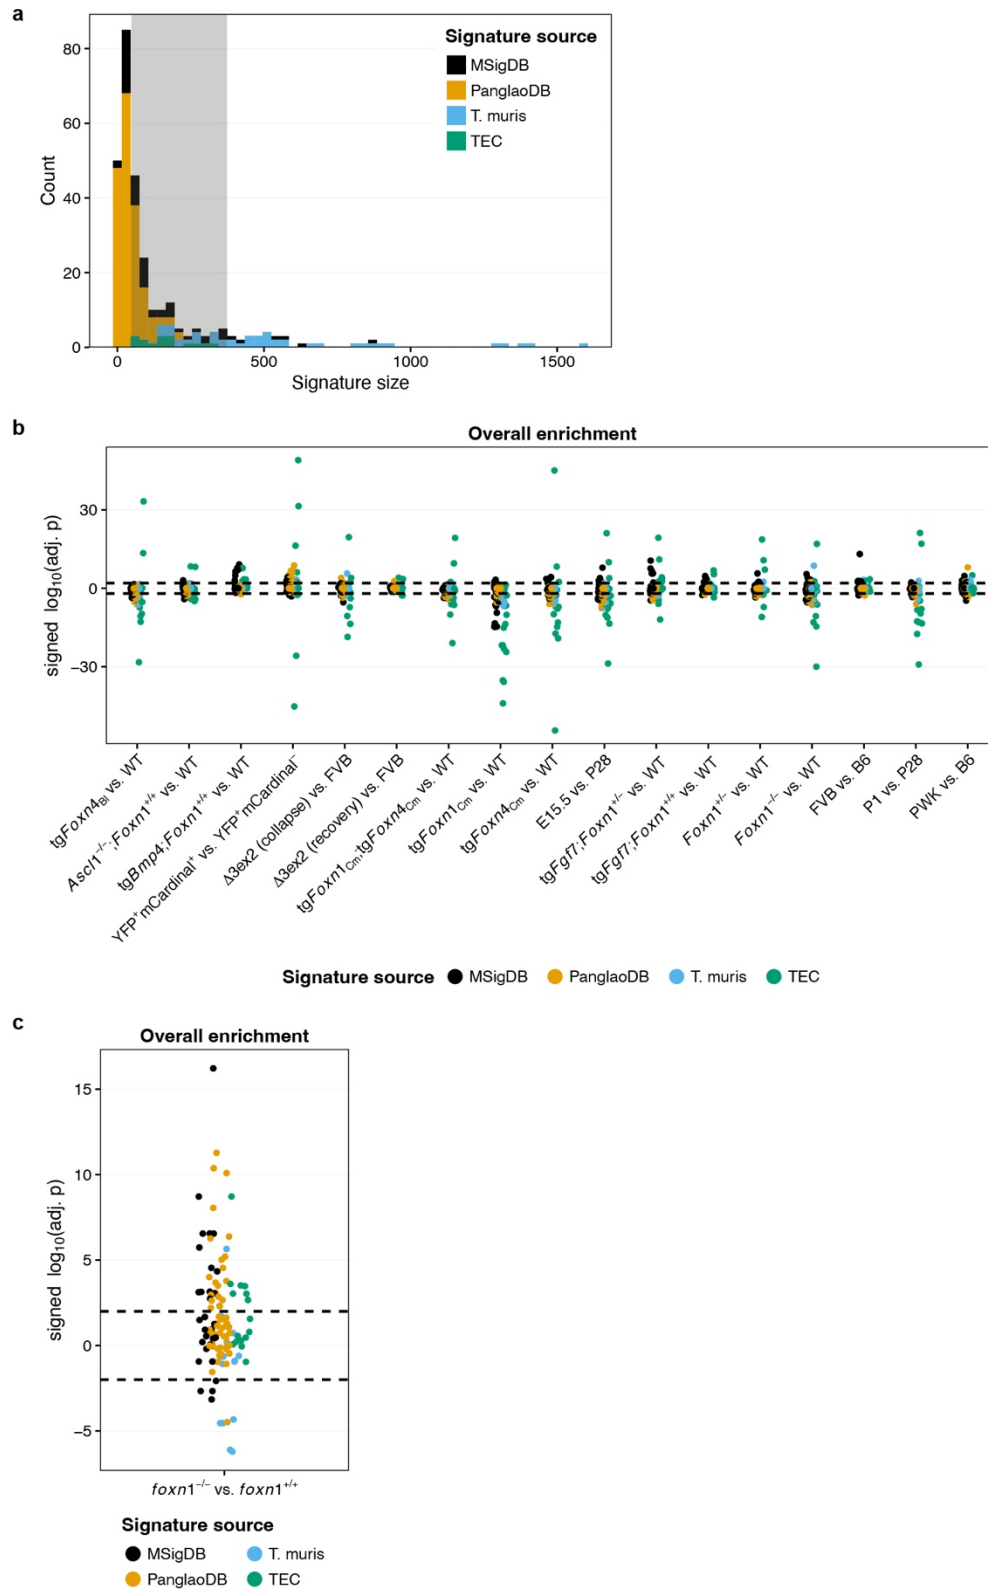

**Supplementary Figure 1 | Markers for enrichment analysis.** **a**, In addition to signatures from canonical TEC and mimetic populations, background cell type signatures were collected from different databases as indicated. The signature size is the number of genes comprising the signature. Only signatures in the size range of the TEC signatures ( $\pm 10\%$ , within the shaded area) were retained. **b**, Overall enrichment in all mouse bulk RNAseq data discussed in this study. Dashed lines indicate  $p = 0.01$ . Signatures above the upper line are upregulated,

those below the lower line are downregulated. TEC signatures reached significant  $p$  values more frequently than non-TEC signatures. **c**, Equivalent plot showing overall enrichment in zebrafish bulk RNAseq samples.

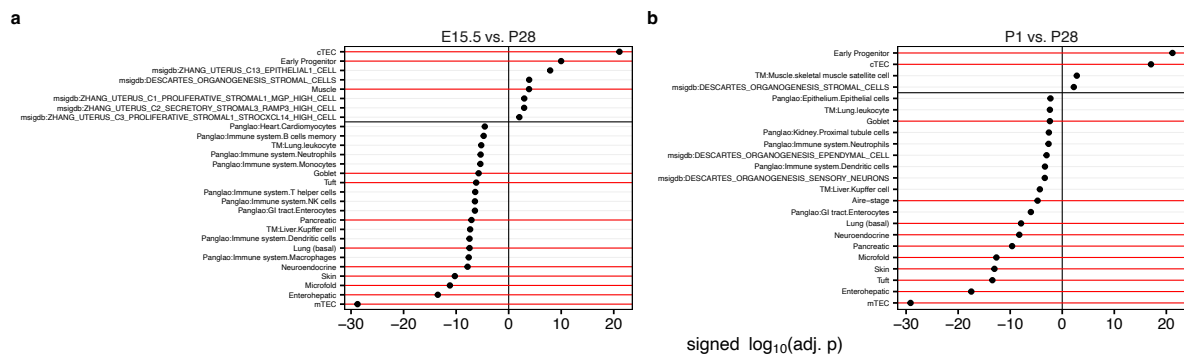

**Supplementary Figure 2 | Top enriched signatures for E15.5 and P1 vs. P28.** Plots show signed and logarithmized  $p$  values of up to 20 up- and up to 20 downregulated signatures. Only signatures with enrichment  $p < 0.01$  are shown. Negative values indicate downregulation, positive values indicate upregulation. Red lines mark TEC signatures,

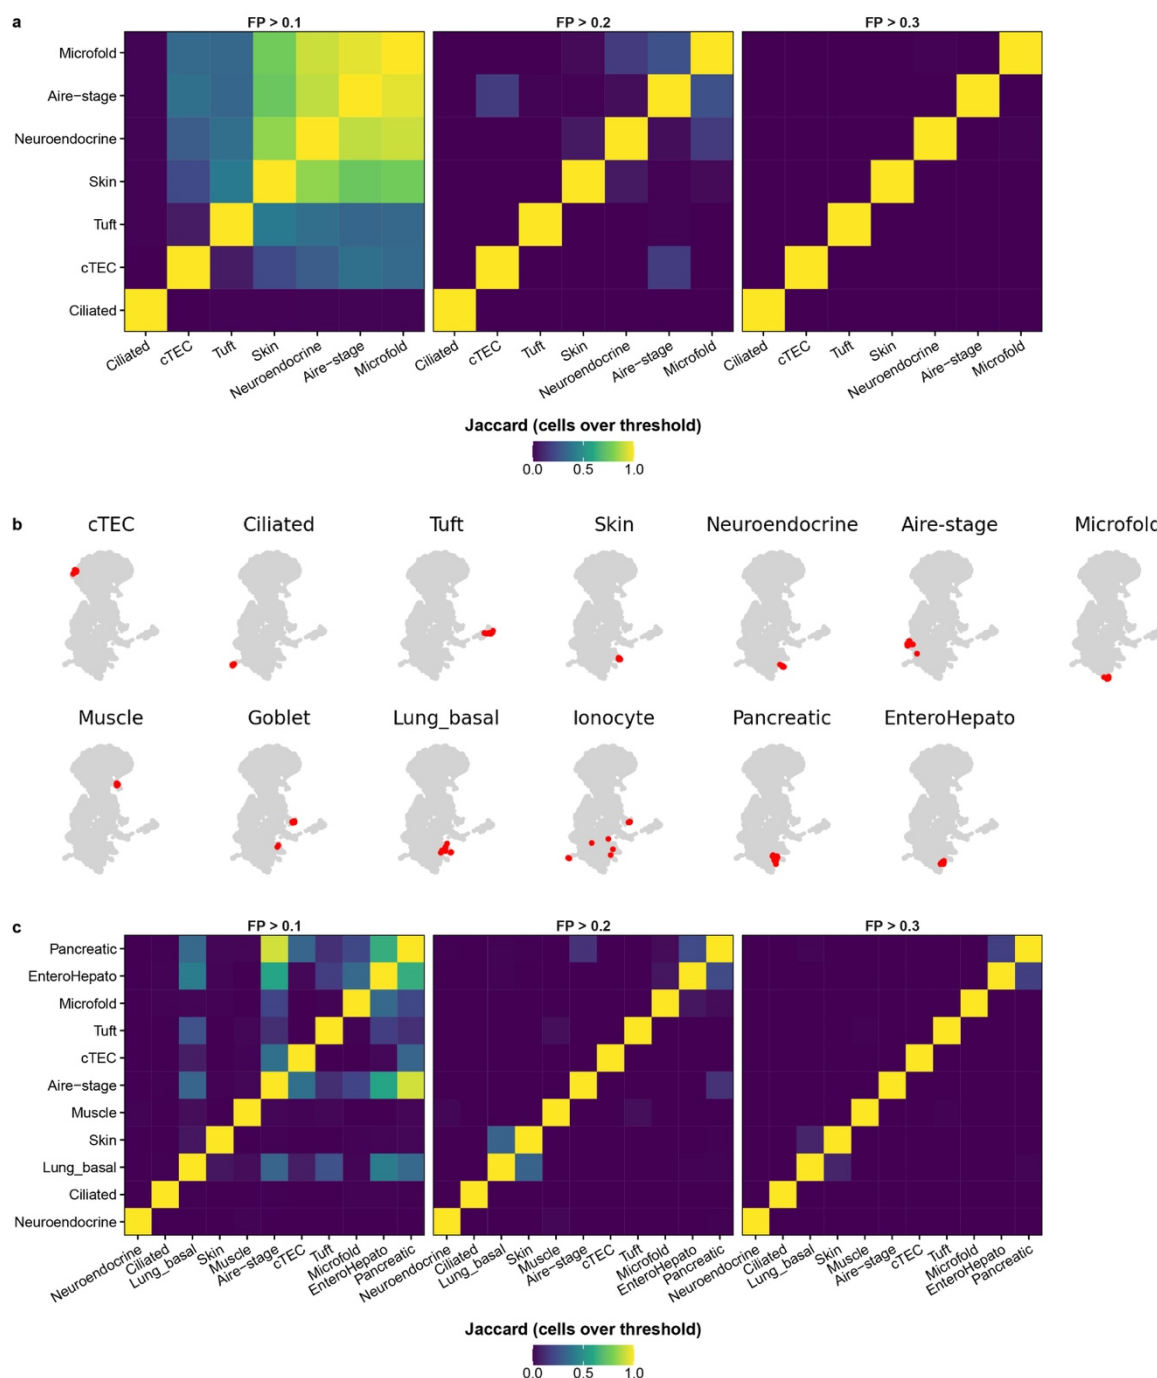

**Supplementary Figure 3 | Fate trajectories of mouse TECs. a**, Jaccard indices of sets of cells for pairs of fates. The set of cells for each fate comprises cells meeting the indicated fate probability thresholds for macrostates identified by CellRank (see Extended Data Figure 5). **b**, Location of cells selected as terminal cells via their respective signature scores (see Methods). These macrostates were considered for calculation of fate probabilities in **c**, with the exception of Goblet and Ionocyte because of their rarity and heterogeneity. **c**, Jaccard indices of sets of cells for pairs of fates. The set of cells for each fate comprises cells meeting the indicated fate probability thresholds for terminal states as defined in **b**.

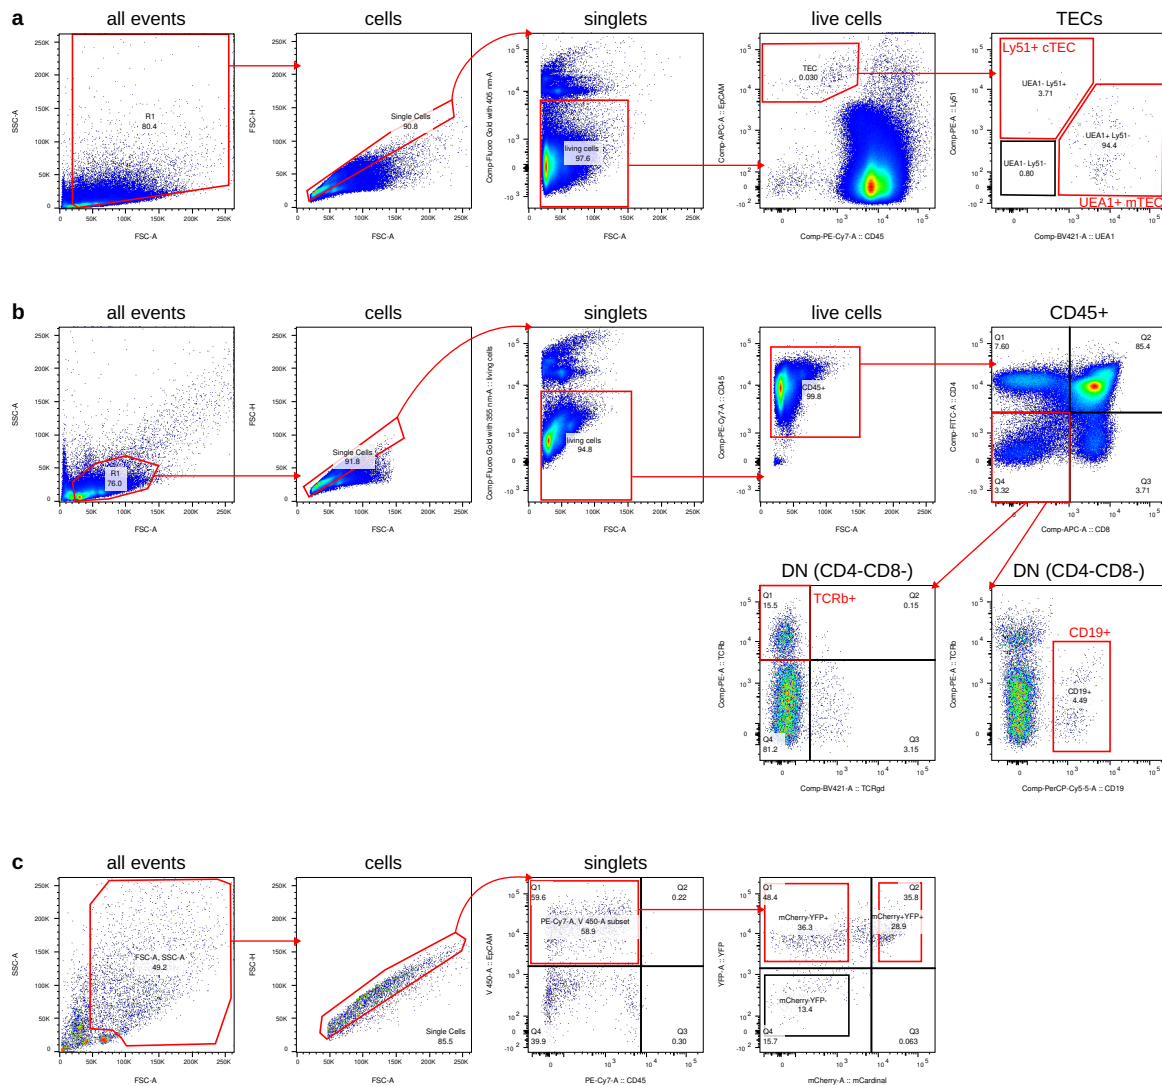

**Supplementary Figure 4 | Gating strategy for thymus analysis. a**, For analysis of thymic epithelial cells (TECs), thymic cell suspensions were gated for single cells, then gated for live cells using hydroxystilbamidine exclusion, and then the CD45<sup>-</sup>Epcam<sup>+</sup> fraction was resolved into Ly51<sup>-</sup>UEA1<sup>+</sup> mTECs, and Ly51<sup>+</sup>UEA1<sup>-</sup> cTECs. **b**, For analysis of thymocytes, live CD45<sup>+</sup> cells were resolved into the four major thymocyte subsets using anti-CD4 and anti-CD8 antibodies. The gated CD4<sup>-</sup>CD8<sup>-</sup> double negative fraction was then resolved into TCRbeta<sup>+</sup> immature thymocytes and CD19<sup>+</sup> B cells. **c**, For preparative isolation of thymic epithelial cells (TECs), live CD45<sup>+</sup> cell-depleted single thymic cells suspensions thymic cell suspensions were gated for CD45<sup>-</sup>Epcam<sup>+</sup> single cells, and then resolved into the two major indicated YFP<sup>+</sup> fraction based on mCherry/mCradinal expression.

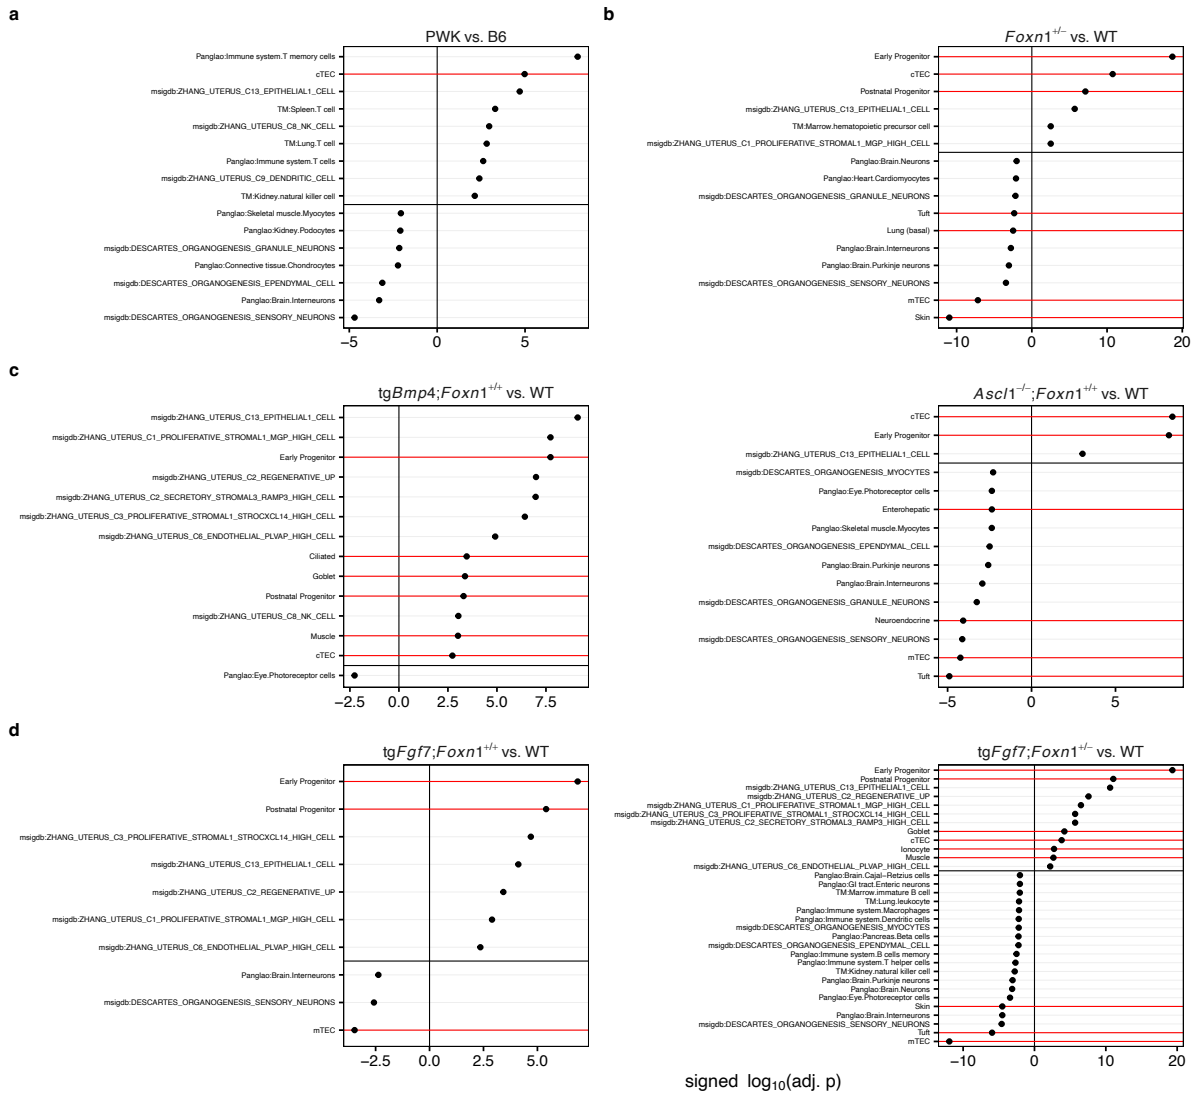

**Supplementary Figure 5 | Top enriched signatures for a, TECs purified from PWK mice; b, from *Foxn1*<sup>+/-</sup> mice; c, from *tgBmp4* and *Ascl1*<sup>-/-</sup> mice; d, *tgFgf7*, and *tgFgf7 Foxn1*<sup>+/-</sup> mice. See legend to Supplementary Figure 2 for details.**

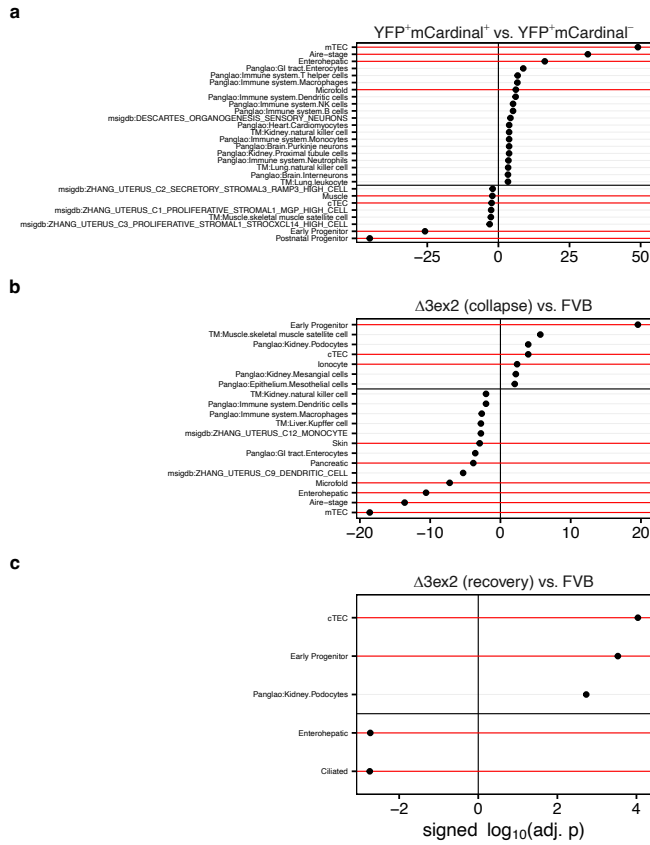

**Supplementary Figure 6 | Top enriched signatures for a, TECs purified according to mCardinal signal, and b, c, TECs purified from  $\Delta 3ex2$  mutants. See legend to Supplementary Figure 2 for details.**

**a**

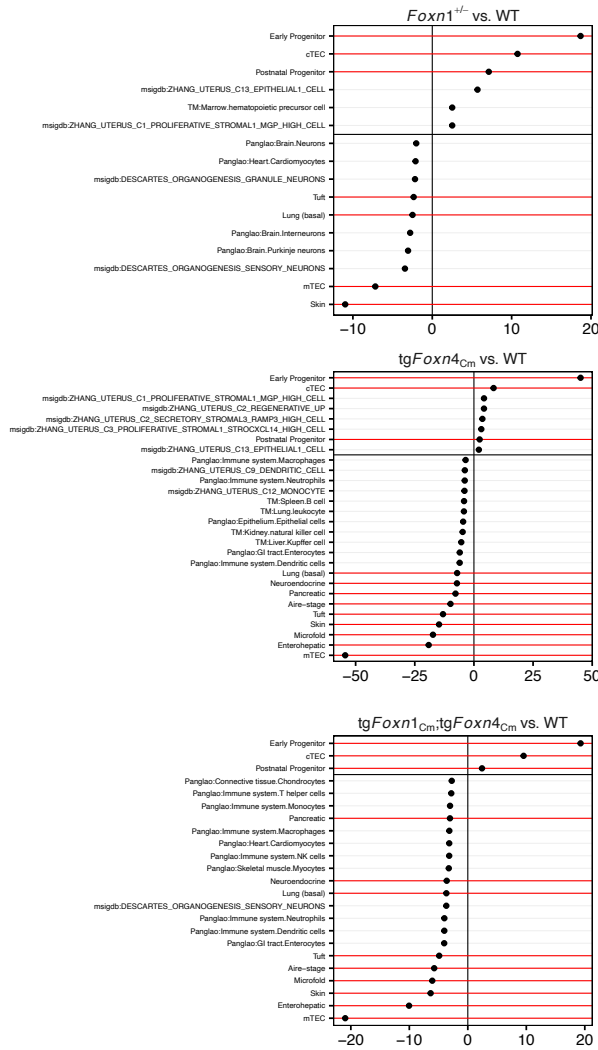

**b**

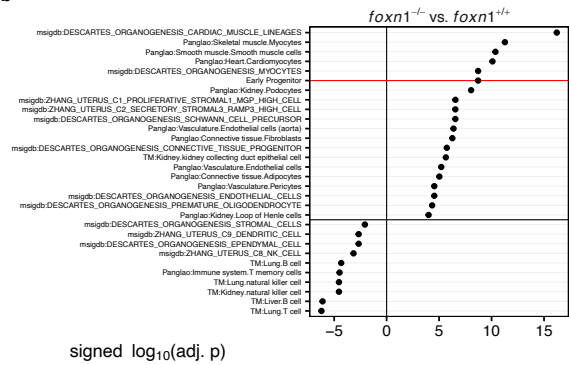

**Supplementary Figure 7 | Analysis of evolutionarily relevant conditions. a**, Top enriched signatures for TECs from *Foxn1*<sup>-/-</sup> or transgenic mice expressing ancient variants of *Foxn1* or *Foxn4*. **b**, Equivalent plot for TECs from *foxn1*<sup>-/-</sup> zebrafish. See legend to Supplementary Figure 2 for details.

a

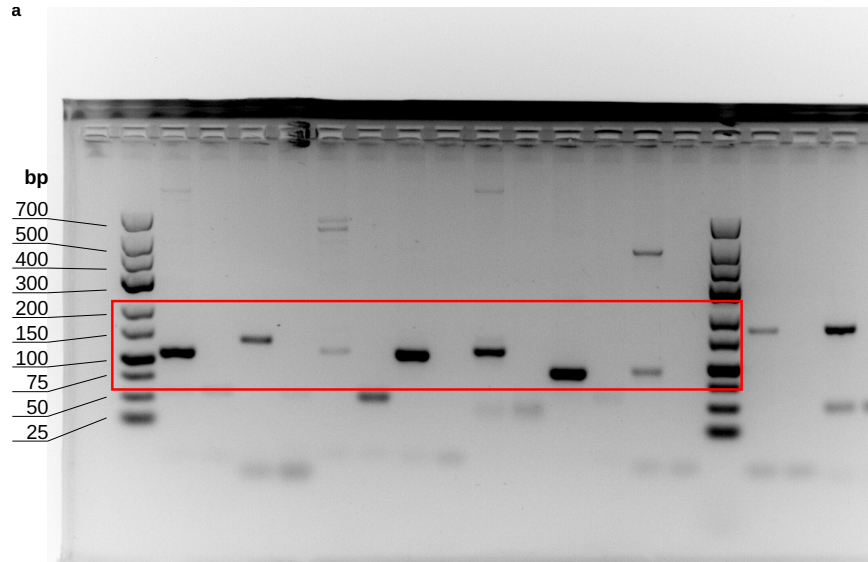

b

08.07.2024, 13:41:41; Exp. Time= 752 msec, Gain= 300, Contrast= 100, 12 Bit (INVERT)

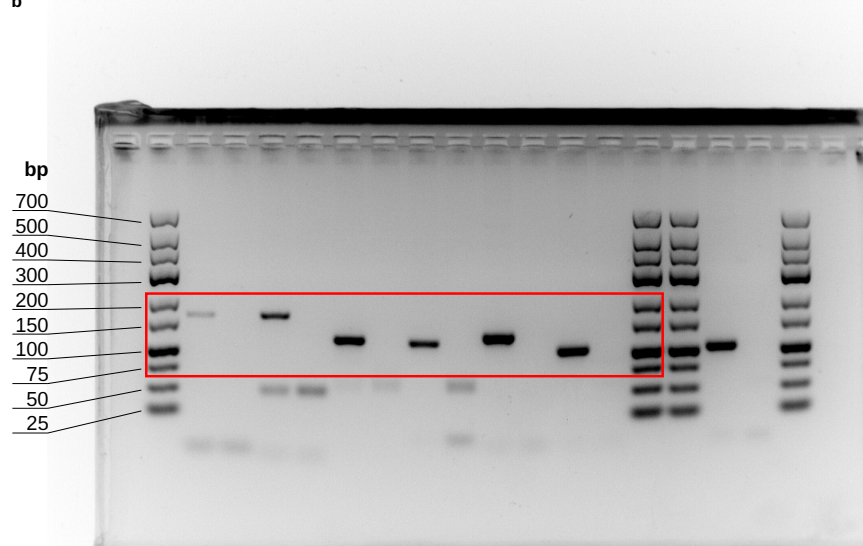

c

08.07.2024, 15:14:07; Exp. Time= 900 msec, Gain= 306, Contrast= 100, 12 Bit (INVERT)

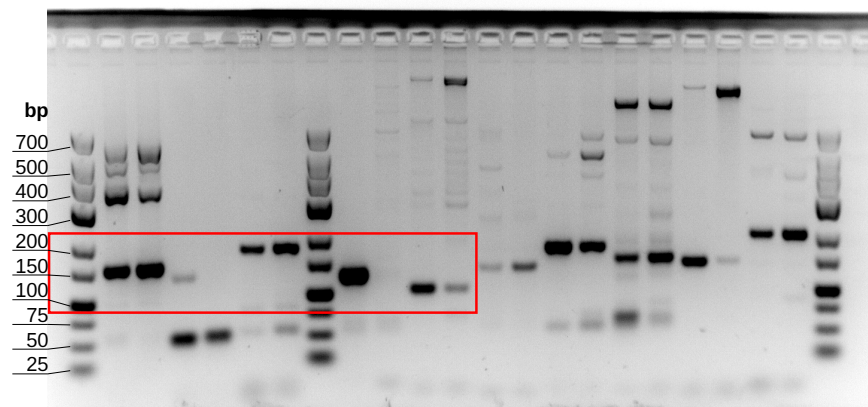

14.12.2023, 13:02:16; Exp. Time= 665 msec, Gain= 263, Contrast= 125, 12 Bit (INVERT)

**Supplementary Figure 8 | Uncropped gel electrophoresis assays.** **a**, Refers to Extended Data Figure 10a, top panel. **b**, Refers to Extended Data Figure 10a, bottom panel. **c**, Refers to Extended Data Figure 11b, top panel. The cropped sections shown in the figures are indicated by red rectangles.

# Supplementary material for: Developmental trajectory and evolutionary origin of thymic mimetic cells
**Source:** Nature. 2025 Jun 11;643(8073):1066–75. doi: 10.1038/s41586-025-09148-y
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | FACS Diva Software v8.0.2, Summit 5.5 (MoFlow)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | <p>FlowJo 9.3.1 for flow cytometric analyses; GraphPad Prism 9.5.1</p> <p>Raw data and the code to generate the figures for this manuscript can be found on Github (<a href="https://github.com/osthomas/mimetics_evodevo">https://github.com/osthomas/mimetics_evodevo</a>).</p> <p>Analyses were run in conda (23.3.1) / mamba (1.4.2) environments with the following specifications:</p> <p>R: r-base=4.2.3, r-here=1.0.1, r-tidyverse=1.3.2, r-ggplot2=3.5.1, r-remotes=2.4.2, r-devtools=2.4.5, r-matrix=1.6_1, r-matrixstats=1.0.0, r-patchwork=1.2.0, r-geomtextpath=0.1.4, r-dbpplr&lt;=2.3.4, r-desctools=0.99.51, r-writxl=1.5.0, bioconductor-biomart=2.54.0, bioconductor-auccell=1.20.1, bioconductor-scran=1.26.0, bioconductor-scater=1.26.0, bioconductor-batchelor=1.14.0, bioconductor-complexheatmap=2.14.0</p> <p>cellbender: python=3.7; pip: cellbender=0.3.0</p> <p>sccoda: python=3.12.4; pip: perptpy=0.7.0, jax=0.4.30</p> <p>scrnaseq: python=3.11.9, r-base=4.2.3, r-reticulate=1.38.0, quarto=1.5.57, r-tidyverse=1.3.2, r-ggplot2=3.5.1, r-remotes=2.4.2, r-devtools=2.4.5, r-patchwork=1.2.0, r-geomtextpath=0.1.4,</p> |

```
r-matrix=1.6.1, r-matrixstats=1.0.0, r-hdf5r=1.3.10, bioconductor-aucell=1.20.1,
bioconductor-scran=1.26.0, bioconductor-scater=1.26.0, bioconductor-batchelor=1.14.0,
bioconductor-scdblfinder=1.12.0, bioconductor-complexheatmap=2.14.0,
bioconductor-zellkonverter=1.8.0, anndata=0.11.1, scanpy=1.10.3, cellrank=2.0.6; pip: igraph=0.11.8,
leidenalg=0.10.2
```

```
zellkonverter: r-base=4.2.3, r-tidyverse=1.3.2, bioconductor-scran=1.26.0,
bioconductor-scater=1.26.0, bioconductor-zellkonverter=1.8.0
```

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Primary read files and expression count files for the single cell RNA sequencing datasets were reported previously (Nusser A et al. Developmental dynamics of two bipotent thymic epithelial progenitor types. Nature 606, 165 (2022)) and are available from GEO (accession GSE106856). No restrictions apply.

Primary read files and expression count files for the bulk RNA sequencing datasets are available from GEO (accession numbers GSE272144; GSE272064; GSE272063). No restrictions apply.

Primary read files and expression count files for the single cell RNA sequencing datasets were reported previously (Nusser A et al. Developmental dynamics of two bipotent thymic epithelial progenitor types. Nature 606, 165 (2022)) and are available from GEO (accession GSE106856). No restrictions apply.

Primary read files and expression count files for the bulk RNA sequencing datasets are available from GEO (accession numbers GSE272144; GSE272064; GSE272063). No restrictions apply.

Primary read files and processed files for the single nuclear RNA sequencing datasets are available from GEO (accession GSE288957). No restrictions apply.

Background signature gene sets are available from PanglaoDB (<https://panglaoDB.se/markers.html>), the Tabula Muris repository

([https://github.com/czbiohub-sf/tabula-muris/tree/dedd8352d4348150e199162f966f7442976acdd3/22\\_markers](https://github.com/czbiohub-sf/tabula-muris/tree/dedd8352d4348150e199162f966f7442976acdd3/22_markers)) and MSigDB (<https://www.gsea-msigdb.org/gsea/msigdb/mouse/genesets.jsp?collection=M8>).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n/a

Reporting on race, ethnicity, or other socially relevant groupings

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The sample sizes for each experiment are indicated in the figure legends. Sample sizes were based on our experience and accepted practice in the respective fields, balancing statistical robustness, resource availability and animal welfare. No statistical methods were used to predetermine sample size.              |
| Data exclusions | No data were excluded                                                                                                                                                                                                                                                                                                      |
| Replication     | The sample sizes for each experiment are indicated in the figures or figure legends. RNAseq analysis was performed in a group-wise fashion, each group comprising at least two biological replicates; the group-wise comparison was not replicated. The results of several independent types of analyses are in agreement. |
| Randomization   | Provided the transgenic status, and age of mice matched the experimental requirements, mice were randomly assigned to experimental groups.                                                                                                                                                                                 |
| Blinding        | Blinding was not possible because the thymus phenotype, ie. the transgenic status of the respective mouse, is evident from flow cytometry, imaging analysis, or genotyping information.                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Flow Cytometry:  
 Anti-EpCAM, host: Rat IgG2a,  $\kappa$ , conjugation: APC, clone: G8.8, supplier: BioLegend, cat#: 118214, dilution: 1:1000  
 Anti-EpCAM, host: Rat IgG2a,  $\kappa$ , conjugation: Biotin, clone: G8.8, supplier: BioLegend, cat#: 118204, dilution: 1:1000  
 Anti-CD45, host: Rat IgG2b,  $\kappa$ , conjugation: PE/Cy7, clone: 30-F11, supplier: BioLegend, cat#: 103114, dilution: 1:2000  
 Anti-Ly51 (alias: BP-1), host: Rat / IgG2a, kappa, conjugation: PE, clone: 6C3, supplier: ThermoFisher/eBioscience, cat#: 12-5891-82, dilution: 1:1600  
 UEA1, host: N/A, conjugation: FITC, clone: -, supplier: VectorLabs, cat#: FL-1061, dilution: 1:1000  
 UEA1, host: N/A, conjugation: Biotin, clone: -, supplier: VectorLabs, cat#: B-1065-2, dilution: 1:600  
 Anti-CD4, host: Rat IgG2b,  $\kappa$ , conjugation: FITC, clone: GK1.5, supplier: BioLegend, cat#: 100406, dilution: 1:1000  
 Anti-CD8a, host: Rat / IgG2a, kappa, conjugation: APC, clone: 53-6.7, supplier: ThermoFisher/eBioscience, cat#: 17-0081-82, dilution: 1:800  
 Anti-CD19, host: Rat / IgG2a, kappa, conjugation: PerCP/Cy5.5, clone: eBio1D3, supplier: ThermoFisher/eBioscience, cat#: 45-0193-82, dilution: 1:500  
 Anti-CD19, host: Rat / IgG2a, kappa, conjugation: PE/Cy7, clone: eBio1D3, supplier: ThermoFisher/eBioscience, cat#: 25-0193-82, dilution: 1:1000  
 Anti-CD45R (B220), host: Rat / IgG2a, kappa, conjugation: Biotin, clone: RA3-6B2, supplier: ThermoFisher/eBioscience, cat#: 13-0452-82, dilution: 1:200  
 Anti-IgM, host: Rat / IgG2a, kappa, conjugation: PE, clone: II/41, supplier: ThermoFisher/eBioscience, cat#: 12-5790-82, dilution: 1:300  
 Anti-CD93, host: Rat / IgG2b, kappa, conjugation: APC, clone: AA4.1, supplier: ThermoFisher/eBioscience, cat#: 17-5892-81, dilution: 1:300  
 anti-TCRb, host: Armenian hamster / IgG, conjugation: PE, clone: H57-597, supplier: ThermoFisher/eBioscience, cat#: 12-5961-82, dilution: 1:400  
 streptavidin, host: N/A, conjugation: FITC, clone: -, supplier: ThermoFisher/eBioscience, cat#: 11-4317-87, dilution: 1:1000

streptavidin, host: N/A, conjugation: eFluor450, clone: -, supplier: ThermoFisher/eBioscience, cat#: 48-4317-82, dilution: 1:1000  
 Anti-CD45, host: rat IgG2b, conjugation: MicroBeads, clone: 30-F11.1, supplier: Miltenyi Biotec, cat#: 130-052-301, dilution: 1:20, max. 1x10<sup>8</sup> cells/ml  
 Anti-TER-119, host: rat IgG2b, conjugation: MicroBeads, clone: -, supplier: Miltenyi Biotec, cat#: 130-049-901, dilution: 1:20, max. 1x10<sup>8</sup> cells/ml

#### ISH:

Anti-Digoxigenin, host: sheep IgG, conjugation: alkaline phosphatase (AP), clone: polyclonal (Fab fragments), supplier: Roche, cat#: 11093274910, dilution: 1:2000  
 Anti-Digoxigenin, host: sheep IgG, conjugation: horseradish peroxidase (POD), clone: polyclonal (Fab fragments), supplier: Roche, cat#: 11207733910, dilution: 1:300  
 Anti-Fluorescein, host: sheep IgG, conjugation: horseradish peroxidase (POD), clone: , supplier: Roche, cat#: 11426346910, dilution: 1:300

## Validation

All antibodies used in this study were sourced from commercial suppliers. Details about their validation strategies are available from:

BioLegend: <https://www.biolegend.com/en-us/quality/product-development>

ThermoFisher:

<https://www.thermofisher.com/de/en/home/life-science/antibodies/invitrogen-antibody-validation.html>

VectorLabs: <https://vectorlabs.com/browse/antibodies/>

Miltenyi Biotec: <https://www.miltenyibiotec.com/US-en/products/macs-antibodies/antibody-validation.html>

All antibodies were suitable for the applications as used in this study according to the manufacturers.

Anti-EpCAM (APC):

FC - Quality tested

Product Information: <https://www.biolegend.com/ja-jp/products/apc-anti-mouse-cd326-ep-cam-antibody-4974>

Anti-EpCAM (Biotin):

FC - Quality tested

Product Information:

<https://www.biolegend.com/fr-ch/products/biotin-anti-mouse-cd326-ep-cam-antibody-4725>

Anti-CD45:

FC - Quality tested

Product Information: <https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd45-antibody-1903>

Anti-Ly51 (alias: BP-1):

The 6C3 antibody has been tested by flow cytometric analysis of mouse bone marrow cells.

Product Information:

<https://www.thermofisher.com/antibody/product/CD249-BP-1-Antibody-clone-6C3-Monoclonal/12-5891-82>

UEA1:

Applications: Immunofluorescence, Glycobiology

Product Information: <https://vectorlabs.com/products/fluorescein-ulex-europaeus-agglutinin/>

UEA1 (Biotin):

Applications: Immunohistochemistry / Immunocytochemistry, Immunofluorescence, Blotting Applications,

Elispot, ELISAs, Glycobiology

Product Information: <https://vectorlabs.com/products/biotinylated-ulex-europaeus-agglutinin/>

Anti-CD4:

FC - Quality tested

Product Information: <https://www.biolegend.com/fr-ch/products/fitc-anti-mouse-cd4-antibody-248>

Anti-CD8a:

Applications Tested: The 53-6.7 antibody has been tested by flow cytometric analysis of mouse thymocyte or splenocyte suspensions.

Product Information:

<https://www.thermofisher.com/antibody/product/CD8a-Antibody-clone-53-6-7-Monoclonal/17-0081-82>

Anti-CD19 (PerCP/Cy5.5):

Applications Tested: This eBio1D3 (1D3) antibody has been tested by flow cytometric analysis of mouse splenocytes.

Product Information:

<https://www.thermofisher.com/antibody/product/CD19-Antibody-clone-eBio1D3-1D3-Monoclonal/45-0193-82>

Anti-CD19 (PE/Cy7):

Applications Tested: This eBio1D3 (1D3) antibody has been tested by flow cytometric analysis of mouse splenocytes.

Product Information:

<https://www.thermofisher.com/antibody/product/CD19-Antibody-clone-eBio1D3-1D3-Monoclonal/25-0193-82>

**Anti-CD45R:**

Applications Tested: The RA3-6B2 antibody has been tested by flow cytometric analysis of mouse splenocytes.

Product Information:

<https://www.thermofisher.com/antibody/product/CD45R-B220-Antibody-clone-RA3-6B2-Monoclonal/13-0452-82>

**Anti-IgM:**

Applications Tested: This II/41 antibody has been tested by flow cytometric analysis of mouse bone marrow cells.

Product Information:

<https://www.thermofisher.com/antibody/product/IgM-Antibody-clone-II-41-Monoclonal/12-5790-82>

**Anti-CD93:**

Applications Tested: The AA4.1 antibody has been tested by flow cytometric analysis of mouse bone marrow and splenocyte cells.

Product Information:

<https://www.thermofisher.com/antibody/product/CD93-AA4-1-Antibody-clone-AA4-1-Monoclonal/17-5892-81>

**anti-TCRb:**

Applications Tested: The H57-597 antibody has been tested by flow cytometric analysis of mouse thymocytes and splenocytes.

Product Information:

<https://www.thermofisher.com/antibody/product/TCR-beta-Antibody-clone-H57-597-Monoclonal/12-5961-82>

**streptavidin (FITC):**

Reported Application: Flow Cytometric Analysis, Immunocytochemistry, Immunohistochemical Staining of Frozen Tissue Sections

Product Information:

<https://www.thermofisher.com/order/catalog/product/11-4317-87?SID=srch-srp-11-4317-87>

**streptavidin (eFluor450):**

Reported Application: Flow Cytometric Analysis

Product Information:

<https://www.thermofisher.com/order/catalog/product/48-4317-82?SID=srch-srp-48-4317-82>

**Anti-CD45:**

Mouse CD45 MicroBeads were developed for the positive selection or depletion of leukocytes from lymphoid and non-lymphoid tissues.

Product Information:

<https://www.miltenyibiotec.com/DE-en/products/cd45-microbeads-mouse.html#130-052-301>

**Anti-Ter-119:**

Anti-Ter-119 MicroBeads are suitable for positive selection or depletion of mouse erythrocytes or erythroid progenitors from lymphoid tissues.

Product Information:

<https://www.miltenyibiotec.com/DE-en/products/anti-ter-119-microbeads-mouse.html#130-049-901>

**Anti-Digoxigenin:**

Suitable for histochemistry according to product documentation

Product Information:

[https://www.sigmaaldrich.com/FR/fr/product/roche/11093274910?](https://www.sigmaaldrich.com/FR/fr/product/roche/11093274910?srsltid=AfmBOop9KqUAP9_sx1EBxC88b93gHrQdb34DUIVaQut61-u7VivAvfpv)

[srsltid=AfmBOop9KqUAP9\\_sx1EBxC88b93gHrQdb34DUIVaQut61-u7VivAvfpv](https://www.sigmaaldrich.com/FR/fr/product/roche/11093274910?srsltid=AfmBOop9KqUAP9_sx1EBxC88b93gHrQdb34DUIVaQut61-u7VivAvfpv)

**Anti-Digoxigenin:**

Suitable for histochemistry according to product documentation

Product Information:

[https://www.sigmaaldrich.com/FR/fr/product/roche/11207733910?](https://www.sigmaaldrich.com/FR/fr/product/roche/11207733910?srsltid=AfmBOod4LuUNBU3J7AkCs1QOOe1d56p61vcvZ7kpssbSI_P-MEdWXNa)

[srsltid=AfmBOod4LuUNBU3J7AkCs1QOOe1d56p61vcvZ7kpssbSI\\_P-MEdWXNa](https://www.sigmaaldrich.com/FR/fr/product/roche/11207733910?srsltid=AfmBOod4LuUNBU3J7AkCs1QOOe1d56p61vcvZ7kpssbSI_P-MEdWXNa)

**Anti-Fluorescein:**

Suitable for histochemistry according to product documentation

Product Information:

[https://www.sigmaaldrich.com/FR/fr/product/roche/11426346910?](https://www.sigmaaldrich.com/FR/fr/product/roche/11426346910?srsltid=AfmBOoqgCTmub8Nik3Uci19GbkM4OWdKNWyr9aiBVgKJtncmjm7CDBo5)

[srsltid=AfmBOoqgCTmub8Nik3Uci19GbkM4OWdKNWyr9aiBVgKJtncmjm7CDBo5](https://www.sigmaaldrich.com/FR/fr/product/roche/11426346910?srsltid=AfmBOoqgCTmub8Nik3Uci19GbkM4OWdKNWyr9aiBVgKJtncmjm7CDBo5)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

C57BL/6 mice were maintained in the Max Planck Institute of Immunobiology and Epigenetics. Foxn1<sup>-/-</sup>, Foxn1:Cre, Rosa26-LSL-EYFP, Foxn1:mCardinal, Ascl1f/f, Foxn1:Bl\_Foxn4, Foxn1:Cb\_Foxn4, and

Foxn1:cm\_Foxn1 as well as Foxn1:Fgf7 transgenic mice have been described previously. The Foxn1:Bmp4 transgene was created by Thomas Schlake and B.K. by inserting a cDNA fragment corresponding to nucleotides 497–1729 in GenBank accession number NM\_007554.3 as a NotI fragment into pAHB1434. The  $\Delta$ 3ex2 Foxn1 deletion mutant (internal designation Chi6) transgene was generated by deletion of nucleotides 504–728 of mouse Foxn1 cDNA (Genbank accession number NM\_008238.2) and insertion as a NotI fragment into pAHB1434. To generate transgenic mice, constructs were linearized and injected into FVB pronuclei according to standard protocols. The Foxn1 $\Delta$ 3ex2 mice were bred to a Foxn1-deficient background. Genotyping information is summarized in Supplementary Table 2. Mice carrying the original nu mutation (CByJ.Cg-Foxn1nu/J) were purchased from Charles River and used for snRNAseq experiments.

The zebrafish line carrying an internal deletion of the foxn1 gene was described.

Mice were analysed at the age of 4–6 weeks, unless otherwise stated.

Adult zebrafish (3 months of age) were used for experiments.

#### Wild animals

No wild animals were used.

#### Reporting on sex

Phenotypes did not vary according to sex; for zebrafish embryos, sex determination is not possible

#### Field-collected samples

Ammocoete larvae of *Lampetra planeri* were caught from the field in the Freiburg region (Riedgraben, March-Neuershausen) (no precise age can be determined; body length 8–10 cm); juvenile *Scyliorhinus canicula* specimens (directly after hatching) were kindly supplied by Markéta Kauka (Max Planck Institute for Evolutionary Biology, Plön, Germany); juvenile bamboo sharks (*Chiloscyllium punctatum*) were purchased from a local pet shop. Upon arrival at the laboratory, lampreys and sharks were euthanized using 0.02% tricaine methanesulfonate.

#### Ethics oversight

All animal experiments were performed in accordance with the relevant guidelines and regulations, approved by the review committee of the Max Planck Institute of Immunobiology and Epigenetics and the Regierungspräsidium Freiburg, Germany (mice: licenses 35-9185.81/G-12/85; 35-9185.81/G-16/67; zebrafish: license 35-9185.81/G-14/41). Ammocoete larvae of *Lampetra planeri* were caught from the wild in the Freiburg region (Riedgraben, March-Neuershausen) under permission by the local governmental authority (Landratsamt Breisgau-Hochschwarzwald, license 420.1.13-2024-034414).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

#### Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

#### Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

#### Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Thymic epithelial cells have the surface phenotype EpCAM+/CD45<sup>-</sup>; thus, cell surface staining was performed using anti-EpCAM (G8.8), conjugated with APC (1:1000, BioLegend) or anti-EpCAM (G8.8), conjugated with biotin (1:1000, BioLegend), in combination with streptavidin, conjugated with eFluor 450 (1:1000, eBioscience), and anti-CD45 (30-F11), conjugated with PE Cy7 (1:2000, BioLegend) at 4°C in PBS supplemented with 0.5% BSA and 0.02% NaN<sub>3</sub>. In order to differentiate cells with past and acute Foxn1 expression, triple-transgenic Foxn1:Cre; Rosa26LSYFP; Foxn1:mCardinal mice were used for cell sorting. Cells with past expression of Foxn1 were sorted as EpCAM+YFP<sup>+</sup> mCardinal<sup>-</sup> cells, whereas cells with acute Foxn1 expression were sorted as EpCAM+YFP<sup>+</sup> mCardinal<sup>+</sup> cells. CD45–EpCAM+ cells [after negative enrichment using anti-CD45 magnetic-activated cell sorting (MACS) beads and

anti-Ter-119 MACS beads, Miltenyi Biotec] were sorted directly into TRI reagent (T9424, Sigma-Aldrich). Cell sorting was carried out using the MoFlow instrument (Dako Cytomation-Beckman Coulter) controlled with the Summit (5.5) software. Analytical flow cytometry was performed for TECs as follows: anti-EpCAM (G8.8), conjugated with APC (1:1000, BioLegend); anti-Ly51 (alias BP-1; 6C3), conjugated with PE (1:1600, eBioscience); UEA1, conjugated with FITC (1:1000, Vector Labs) or UEA1, conjugated with biotin (1:600, Vector Labs), in combination with streptavidin, conjugated with eFluor 450 (1:1000, eBioscience). When analysis of haematopoietic fractions was desired, thymocyte suspensions were prepared in parallel by mechanical liberation, best achieved by gently pressing thymic lobes through 40 µm sieves. Cell surface staining [anti-CD45 (30-F11), conjugated with PE/Cy7 (1:2000, BioLegend); anti-CD4 (GK1.5), conjugated with FITC (1:1000, BioLegend); anti-CD8a (53-6.7), conjugated with APC (1:800, eBioscience); anti-TCRβ (H57-597), conjugated with PE (1:400, eBioscience); anti-CD19 (eBio1D3), conjugated with PerCP/Cy5.5 (1:500, eBioscience) or PE/Cy7 (1:1000, eBioscience); anti-B220 (alias CD45R; RA3-6B2), conjugated with biotin (1:200, eBioscience); anti-IgM (II/4.1), conjugated with PE (1:300, eBioscience), anti-CD93 (alias C1qRp; AA4.1), conjugated with APC (1:300, eBioscience); streptavidin conjugated with eFluor 450 or FITC (1:1000, eBioscience)] was performed at 4°C in PBS supplemented with 0.5% BSA and 0.02% NaN<sub>3</sub>. Flow cytometry experiments were evaluated using FACSDiva (8.0.2) and FlowJo (9.3.1) software. The relevant gating strategies are shown in Supplementary Figure 4.

Instrument

BD Fortessa II; MoFlow; both from Dako Cytomation-Beckman Coulter

Software

FACS Diva Software v8.0.2, Summit 5.5 (MoFlow), FlowJo 9.3.1 for flow cytometric analyses  
Data analysis was carried out in conda environments

Cell population abundance

Purity was determined by running a purity check of the sorted populations after the sort was completed.

Gating strategy

All samples were initially gated using forward and side scatter to identify events corresponding to cells, doublets are excluded by gating on single cells using forward scatter height vs. area, alive cells were selected by negativity for the viability dye Fluoro Gold, the follow gating steps are according to the marker genes described in the manuscript

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

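Whole thymi of zebrafish aged 3 months were compared between *foxn1*+/+ and *foxn1*-/- fish, with 3 libraries per genotype and RNA of 3 fish pooled in each library. Samples were assigned to genotypes and replicate numbers from the sample labels, and the numbers of libraries and pooled fish from the paper; all 6 libraries were used. The authors trimmed the reads with Trim Galore!, aligned them with HISAT2, counted them with featureCounts and deposited raw counts per Ensembl gene, without normalization. The deposited counts hold no lines for unassigned reads. The genome build, annotation release, strand setting and treatment of multiply aligned reads are not named in the text. Reads shared between near-identical genes could therefore be split or dropped.

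From the counts, genes with more than 5 counts in at least 3 libraries were tested (23805 genes, which hold between 99.96% and 99.98% of the counts of each library). Counts were normalized by TMM and compared with the quasi-likelihood test of edgeR 4.0.16 with robust estimation in R 4.3.3, and p-values were adjusted with the Benjamini-Hochberg method at a threshold of 0.05. CPM are normalized by TMM. Total counts ranged from 31989159 to 42198532 per library. A gene with at most 3 counts in every library of a genotype was treated as at the floor, and its fold change was computed against the floor and given as a lower bound. Gene names were taken from a table that pairs 29201 of the Ensembl identifiers with symbols. It names some zebrafish genes by the symbol of their human orthologue. Where several identifiers share such a symbol, all were used, so the listed name may belong to another of them.

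The test of the Methods, voom and treat with a fold change of 1.2 in limma 3.58.1, gave the *t*-statistics. Marker genes of 25 cell types or states were listed, with 327 entries of which 293 matched an identifier: the 11 mimetic cell types, cortical and medullary thymic epithelial cells, pharyngeal pouch, thymocytes, B cells, myeloid cells, erythrocytes, contractile muscle, cardiac muscle, cartilage and bone, connective tissue, endothelium, Schwann cells and proliferation. The lists were tested with cameraPR and an inter-gene correlation of 0.01. They are not the signatures of the paper, whose genes were held only in part, and no set test was run on the part held.

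The genes named in the text were chosen by a rule: genes the paper assays or names as regulators or markers, the 3 with the largest rise and the 3 with the largest fall among genes with a mean of at least 10 CPM and groups that do not overlap, and the most abundant gene of each marker list. The first of these groups also held *foxi3a* and *foxi3b*, which the paper's text does not name. Lists, tests, named genes and alternatives were fixed before the data were examined, except where stated. Alternatives were DESeq2 1.42.0, voom and treat, size factors of DESeq2 in edgeR, library size alone, no filter, at least 10 counts in every library, the replicate number as a block, leaving out each library in turn, and for the lists fry, camera with estimated correlations, ranks, the z of edgeR and removal of the most abundant gene.

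The tests were run on simulated counts for 23567 genes, of which 200 were changed. edgeR recovered 99.5% of the changed genes with 8 false calls, DESeq2 98.5%, and voom and treat 89%. Of the simulated lists, 10 of 10 raised lists and 0 of 25 unchanged lists were called. The simulated genes varied independently and few were changed, whereas 72.1% of the genes tested differed in the real data. These rates therefore do not cover lists of correlated genes, nor normalization where most genes change. The result of 1 gene outside the rule for named genes is not reported here. No library was a copy of another: counts of replicates differed by between 36.2 and 113 times the sampling noise (chi-square per degree of freedom), and correlations of log2 CPM were between 0.968 and 0.981 within genotypes and between 0.774 and 0.838 across them.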

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

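The tests of photoreceptor, eye, brain and major histocompatibility complex (MHC) genes were chosen only after the result was seen, as was the 8-fold limit for MHC genes; the tests of thymocyte dilution over all lists and of muscle were fixed beforehand.

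Cartilage and bone genes, which the paper does not discuss, had a median log2 fold change of 2.40 in mutant thymi, with 17 of 18 genes higher (cameraPR, adjusted p = 0.000462, and between 5.7e-06 and 0.481 over the alternatives, the highest with an estimated correlation). Their share of the counts was 0.516%, 0.379% and 0.639% in mutants and 0.0586%, 0.307% and 0.144% in wild types. Fewer thymocytes alone would raise the genes of every non-haematopoietic cell type alike. Among the 17 lists of mimetic and other epithelial cells, connective tissue, endothelium, and cartilage and bone, the highest and lowest medians lay 5.96 apart on the log2 scale, and all 15 ciliated cell genes fell, which argues against dilution as the whole cause for these lists together. It does not test the rise of cartilage and bone genes, which lay between endothelial (1.75) and connective tissue genes (2.56), so dilution stays open for them. Skeletal tissue or muscle next to a small mutant thymus may have been taken along in dissection. For muscle, a share that varies strongly between mutant libraries and contractile genes that rise as much as myogenic regulators had been set as what that reading would show. Contractile genes, with a median of 3.28, rose by 1.35 more than the median of the 3 regulators, but the regulators ranged from 1.84 for *myog* to 4.76 for *myf6*, so this difference decides nothing. The share of contractile genes varied by 1.28-fold between mutant libraries and by 2.23-fold between wild types, so the strong variation was not seen, which goes against tissue taken along in uneven amounts. A similar amount taken along in every mutant pool stays open, and this and cells within the thymus cannot be told apart here, since dissection goes with genotype.

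Erythrocyte genes had a median log2 fold change of 2.66, with 8 of 9 genes higher and 1 lower (cameraPR, adjusted p = 0.0240, and between 4.0e-05 and 0.536 over the alternatives). Their share of the counts was 0.240% in mutant replicate 3, 0.0851% and 0.0969% in the other mutants and between 0.0234% and 0.0338% in wild types. *cahz* had 45955 counts in that library and 12091 and 13838 in the other mutants. Without that library, the adjusted p of the erythrocyte markers was 0.000143. Blood in the dissected tissue was not tested as an explanation, and neither was a change in blood supply of the mutant thymus.

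Photoreceptor genes took 639 CPM (relative to the library total) in mutant replicate 3, but 8.74 and 32.3 in the other mutants and between 30.6 and 46.2 in wild types. Of 19 genes tested, 18 were more than 2-fold higher in that library than in the other mutants, which argues against a few genes switched on singly; photoreceptor-like cells within the thymus stay open. *pde6ha*, named after its values were seen, had 3108 counts there, and 165 and 311 in the other mutants. Eye tissue may have been taken along in dissection. Other eye genes were higher by a median of 0.75 on the log2 scale, under the limit of 1 set before that value was computed, yet above all 2000 random lists of like abundance (percentile 100). How to read a value between 0 and that limit was settled only after it was seen. With 7 of 18 genes more than 2-fold higher, and the lens gene *MIP* not higher (13 and 62 counts for its 2 identifiers, against 19 and 60 in replicate 1 and 18 and 84 in replicate 2), eye tissue and photoreceptor-like cells cannot be told apart from a single library.

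Of 36 MHC genes tested, 14 changed more than 8-fold at an adjusted p under 0.05, of which 10 were lower and 4 higher in mutants. *mhc2dgb* had 30455, 21371 and 13743 counts in wild types and 1, 0 and 0 in mutants, at least 5973-fold lower. *mhc1lba*, named after its values were seen, had 0 counts in each wild-type library and 57, 109 and 49 in mutants, at least 24.6-fold higher. Fewer antigen-presenting cells would lower these genes together with their partners, such as *cd74a*. The 12 partner genes changed by between -2.83 and 0.05 on the log2 scale, so the 4 genes that rose more than 8-fold argue against this as the whole cause, while a share of the falls stays open. A candidate explanation is that the 2 groups of fish carried different MHC haplotypes, some of which align poorly to the reference. Random genes of like abundance gave a median of 3 and at most 12 such changes in 10000 draws, against 14 here. The family was chosen because of this pattern, however, and haplotype goes with genotype, so a haplotype and an effect of *foxn1* cannot be told apart. No sequence was compared, and reads shared between MHC paralogues were not tested.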

How the results depend on the processing

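No processing alternative was chosen after the data were examined.

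The count of genes differing between genotypes stayed within 1.5 times of 17165 under every alternative run, from 14432 genes with at least 10 counts in every library to 17532 with library size alone, and from 14714 to 16309 across the 6 fits that each left out one library. No shared call changed sign. The share of higher genes was 38.4% with library size alone and 50.2% with TMM.

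Replicate numbers did not pair the libraries: deviations from the group means correlated at 0.139, -0.061 and -0.009 for numbers 1 to 3. With the replicate number as a block, 16308 genes differed.

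Muscle, ionocyte, ciliated and enterohepatic genes kept their direction throughout and their side of the threshold except with correlations estimated by camera, where adjusted p-values were 0.481, 0.481, 0.481 and 0.356 and 0 of 25 lists were called; the estimated correlation is itself the change. With fry, microfold (0.00298) and tuft (0.0044) genes passed the threshold and goblet genes turned lower (0.572). Skin genes passed it on ranks (0.0346) and with the z of edgeR (0.0162). Pancreatic genes, in neither direction by the main test (0.863), turned higher with the z of edgeR (0.892), library size alone (0.728), at least 10 counts in every library (0.821) and the replicate block (0.953). Myeloid genes turned higher with library size alone (0.881) and without their most abundant gene (0.886), and cortical epithelial genes with at least 10 counts in every library (0.774). The cause was not tested. With one library left out, adjusted p-values ran from 0.0149 (without mutant replicate 2) to 0.308 for skin, from 0.0432 (without mutant replicate 1) to 0.465 for neuroendocrine, from 0.430 to 0.996 for goblet, from 0.0278 (lower without mutant replicate 2) to 0.996 for pancreatic and from 0.142 to 0.922 for cortical epithelial genes. Goblet genes turned lower without wild-type replicate 3 (0.890), pancreatic genes higher without mutant replicate 1 (0.996), and cortical epithelial genes higher without wild-type replicate 2 (0.922) or 3 (0.827).

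The median log2 fold change of Aire-stage genes moved from -0.21 to -0.61 with library size alone, where all genes shifted by -0.40, and to -0.047 with at least 10 counts in every library; it ran from -0.22 to -0.049 with one library left out. The correlation with the paper's *t*-statistics was 0.983 with library size alone.

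Reversals among named genes all concerned genes without a significant change with all libraries and TMM. *fezf2* was at -0.13 with voom and treat, -0.35 with library size alone and -0.066 with the block, and from -0.61 to 0.41 with one library left out; its low counts limit it. *pax9* was at -0.17 with library size alone. With one library left out, *foxn4* ran from -0.35 to 0.049 and *eef1a1l1* from -0.14 to 0.062. The cause was not tested. Among all named genes, 27 other results were weaker and 18 stronger, and among the lists of other cell types 8 were weaker and 10 stronger.

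Calls near *foxn1* were not run, since no annotation of the build behind the counts was used here.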

Differences from the paper's values

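The *t*-statistic of *foxn4* is -0.116 in the paper's source data and 0 here, which counts as a difference because the signs are not equal. Neither alternative set before the data were examined closed it: the value was -1.23 with library size alone and 0 without robust estimation. In both sources it lies near 0.

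The paper places goblet, lung (basal), neuroendocrine and skin signatures among those enriched in mutant thymi. The short marker lists used here are not these signatures, and none of the 4 passed the threshold (cameraPR, adjusted p = 0.938, 0.314, 0.311 and 0.126). Skin genes did pass it on ranks (0.0346), with the z of edgeR (0.0162), without wild-type replicate 2 (0.0205) and without mutant replicate 2 (0.0149). Neuroendocrine genes did so without mutant replicate 1 (0.0432), but not without mutant replicate 2 (cameraPR, adjusted p = 0.465). Goblet and lung (basal) genes passed it under none of the alternatives. The paper sets microfold and tuft signatures in the other group. Here cameraPR called neither list. The test fry called both higher (0.00298 and 0.0044), but it does not compare a list with other genes, so it cannot test that grouping. Pancreatic genes, in the same group, were called lower only without mutant replicate 2 (0.0278; 0.863 with all libraries). Enterohepatic genes were lower here (adjusted p = 5.0e-05, and 0.356 with a correlation estimated by camera), where Fig. 5g shows that signature near the middle of its scale.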

Other observations

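The comparison of the 4 lists with endothelial genes, the brain test and the limit of 100 counts were chosen only after the result was seen; the splits and the thinning of libraries were fixed beforehand.

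Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes as the split by genotype, namely that split itself, and the others gave 0 genes each; with 10 splits the share cannot fall below 0.1. Thinning every library to the smallest total of 31989159 counts left 16925 differing genes, which argues against depth as the cause.

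Goblet, lung (basal), neuroendocrine and skin genes may have risen because fewer thymocytes leave a larger share to all other cells. Their 52 genes had a median log2 fold change of 1.28, which is -0.47 relative to the 15 endothelial genes (permutation p = 0.0784 over 10000 draws). Genes, not libraries, were permuted, and genes are not independent replicates. The 52 genes rose no more than endothelial genes, which dilution needs, but an equal rise was not shown. Dilution alone does not give the falls of ciliated and enterohepatic genes.

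Brain genes were high in mutant replicate 2, with 622 CPM (relative to the library total) against 163 and 301 in the other mutants and between 93.9 and 148 in wild types. Some of these genes had been looked at before the list was written. The 24 genes tested, all of which are also counted in other libraries, were higher there by a median of 1.51 on the log2 scale, and 16 by more than 2-fold. This is consistent with brain tissue taken along in dissection, as a hypothesis from a single library. *zic1* had 2153 counts there and 304 and 471 in the other mutants. *snap25a*, the most abundant neuroendocrine gene, had 7672 counts there and 2321 and 3991 in the other mutants.

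The paper assays *psmb11* by RT-PCR in Extended Data Fig. 11b. In the libraries here, *psmb11a* (ENSDARG00000108530) had 2509, 1597 and 1636 counts in wild types and 0 in each mutant, at least 527-fold lower. *psmb11b* (ENSDARG00000068086) had 4019, 2638 and 2407 counts in wild types and 1, 0 and 0 in mutants, at least 830-fold lower. *pax9* (log2 fold change 0.24) and *eef1a1l1* (-0.06) did not differ with all libraries and TMM. Without mutant replicate 3, *pax9* was higher (0.58, adjusted p = 0.00652, edgeR), and with library size alone *eef1a1l1* was lower (-0.47, adjusted p = 0.0127, edgeR), where all genes shifted by -0.40. *dll4* rose by 0.51 (adjusted p = 0.0129, edgeR), but not with library size alone (0.10), with voom and treat or without wild-type replicate 2.

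The largest rises under the rule for named genes were *FH* (ENSDARG00000109774; log2 fold change 6.96), *mhc1zca* (5.51) and ENSDARG00000091864 (5.09). By fitted fold changes, *mhc2dgb*, *psmb11a* and *mhc2dga* fell most, the last at least 2976-fold. All were at the floor in mutants, so their order, and the place of *psmb11a* ahead of *psmb11b* or of *mhc2dhb* (-10.13), is not fixed by the counts. Counts of at least 100 in every library of one genotype and at most 3 in the other were found for 42 genes of wild types and 1 of mutants. Of these, 28 have a position under their symbol in assembly GRCz12tu, 2 of them on chromosome 15, which carries *foxn1*.

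The other genes chosen by the rule are given here with their log2 fold changes in mutants. *ighm* (3.03), *cahz* (2.81), *snap25a* (2.70), *fgfr2* (2.69), *col1a1a* (2.36), *ptgs1* (2.28), *cdh5* (1.79), *ccl25b* (1.60), *eya1* (1.55) and *foxa1* (1.44) were higher, as were both identifiers under the symbol *IGFBP5* (1.86 and 2.84). *rag1* (-4.40), *anpepb* (-3.41), *pcna* (-2.44), *mpeg1.1* (-1.97), *relb* (-1.66) and *foxj1b* (-1.62) were lower. These calls of edgeR kept their direction and side of the threshold under all alternatives in which the gene was tested. *krt5* (1.83), *krt4* (1.23) and *marcksl1b* (0.65) were higher and *tnnt2a* (-0.93) lower, but each lost significance under 2 or more alternatives. *col10a1a* (1.57), *mbpa* (1.73), *ascl1a* (-0.81) and *cpa1* (-0.80) did not pass the threshold, and each did under 2 or more alternatives. *ttr* had between 0 and 5 counts per library and was not tested.

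Among other lists, proliferation (median log2 fold change -3.02, adjusted p = 5.7e-31) and thymocyte genes (-4.35, 6.6e-13) were lower. Contractile muscle (3.28, 9.8e-13), connective tissue (2.56, 0.000155), endothelial (1.75, 0.00045) and pharyngeal pouch genes (1.79, 0.00137) were higher by cameraPR. Cortical epithelial (adjusted p = 0.128), medullary epithelial (0.150), B cell (0.126), Schwann cell (0.115), myeloid (0.863) and cardiac genes (0.751) did not pass the threshold by cameraPR. With fry, cortical (0.00720) and medullary epithelial genes (0.000603) were lower and B cell (0.0135) and Schwann cell genes (0.00903) higher. B cell and Schwann cell genes also passed it on ranks (0.0448 and 0.0346) and with the z of edgeR (0.0287 and 0.0381), B cell genes without mutant replicate 3 (0.00414) and Schwann cell genes without wild-type replicate 3 (0.0259). With the contractile genes left out of the counts, 17113 of 23780 genes differed.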
